# Cell Walls of *Saccharomyces cerevisiae* Differentially Modulated Innate Immunity and Glucose Metabolism during Late Systemic Inflammation

**DOI:** 10.1371/journal.pone.0030323

**Published:** 2012-01-17

**Authors:** Bushansingh Baurhoo, Peter Ferket, Chris M. Ashwell, Jean de Oliviera, Xin Zhao

## Abstract

**Background:**

*Salmonella* causes acute systemic inflammation by using its virulence factors to invade the intestinal epithelium. But, prolonged inflammation may provoke severe body catabolism and immunological diseases. *Salmonella* has become more life-threatening due to emergence of multiple-antibiotic resistant strains. Mannose-rich oligosaccharides (MOS) from cells walls of *Saccharomyces cerevisiae* have shown to bind mannose-specific lectin of Gram-negative bacteria including *Salmonella*, and prevent their adherence to intestinal epithelial cells. However, whether MOS may potentially mitigate systemic inflammation is not investigated yet. Moreover, molecular events underlying innate immune responses and metabolic activities during late inflammation, in presence or absence of MOS, are unknown.

**Methods and Principal Findings:**

Using a *Salmonella* LPS-induced systemic inflammation chicken model and microarray analysis, we investigated the effects of MOS and virginiamycin (VIRG, a sub-therapeutic antibiotic) on innate immunity and glucose metabolism during late inflammation. Here, we demonstrate that MOS and VIRG modulated innate immunity and metabolic genes differently. Innate immune responses were principally mediated by intestinal *IL-3*, but not *TNF-α*, *IL-1* or *IL-6*, whereas glucose mobilization occurred through intestinal gluconeogenesis only. MOS inherently induced *IL-3* expression in control hosts. Consequent to LPS challenge, *IL-3* induction in VIRG hosts but not differentially expressed in MOS hosts revealed that MOS counteracted LPS's detrimental inflammatory effects. Metabolic pathways are built to elucidate the mechanisms by which VIRG host's higher energy requirements were met: including gene up-regulations for intestinal gluconeogenesis (*PEPCK*) and liver glycolysis (*ENO2*), and intriguingly liver fatty acid synthesis through *ATP citrate synthase* (*CS*) down-regulation and *ATP citrate lyase* (*ACLY*) and *malic enzyme* (*ME*) up-regulations. However, MOS host's lower energy demands were sufficiently met through TCA citrate-derived energy, as indicated by *CS* up-regulation.

**Conclusions:**

MOS terminated inflammation earlier than VIRG and reduced glucose mobilization, thus representing a novel biological strategy to alleviate *Salmonella*-induced systemic inflammation in human and animal hosts.

## Introduction

*Salmonella* is a leading human food-borne pathogen, worldwide [1]. The pathogen invades the intestinal epithelium by using its specialized Type III secretory systems (T3SS) to cause acute systemic or extra-intestinal inflammation [2]. Indeed, the intestine is the portal of entry through which *Salmonella* triggers systemic infections. However, although life-threatening, treatment of *Salmonella*-induced systemic inflammation has received very little interests in scientific investigations. The disease is frequently caused by consumption of undercooked contaminated poultry meat and meat products [3], which accidentally occur upon exposure to intestine-residing *Salmonella* during chicken processing.

Over decades, low doses of sub-therapeutic antibiotics such as virginiamycin (**VIRG**) have been administered daily in diets of food-producing animals, including poultry, to control intestinal pathogens. Unlike therapeutic antibiotics, sub-therapeutic antibiotics are macromolecules that exert localized bactericidal effects in the intestines only. However, according to the World Health Organization (**WHO**), such practice has debatably been associated with emergence of multiple antibiotic-resistant strains of *Salmonella* [4]. Today, not only has *Salmonella* become more difficult to control in poultry production, but antibiotic treatment of *Salmonella*-induced gastrointestinal and systemic infections has become less successful among hospitalized patients, causing higher death rates [1], [4]. Therefore, the development of natural immuno-modulators that can prevent or treat *Salmonella* infections in both poultry and humans is highly desirable. Evidence exist that mannose-rich oligosaccharides (**MOS**), purified from cells walls of *Saccharomyces cerevisiae*, competitively binds mannose-specific lectin, namely FimH, of Gram-negative bacteria expressing the Type 1 fimbriae, including *Salmonella*, thereby reducing their adherence to mannose-containing glycoprotein receptors on intestinal epithelial cells in humans and chickens [5], [6].

Innate immunity represents the first line of immune defense against invading pathogens in both mammals and avian species. Extracellular Toll-like receptor 4 (TLR-4) of innate immune cells, including macrophages and dendritic cells, recognizes the LPS-endotoxin in outer membranes of Gram-negative bacteria [7]. The engagement of LPS to TLR-4 triggers a cascade of transduction signaling resulting in inflammatory responses characterized by secretion of pro-inflammatory cytokines, including IL-1 and IL-6 that orchestrate pathogen clearance [8]. But, innate immune responses must be regulated exceptionally tightly because high IL-1 and IL-6 levels cause fever, anorexia and bodyweight (**BW**) losses [9], [10], catabolism of skeletal muscles [11]–[13] and adipose tissues [14], and immunological diseases [15] in chickens, rats and humans. Therefore, it is clear that an ideal immune response would be one that can clear pathogens or antigens and be terminated soon after infection. However, despite significant advances in our understanding about inflammatory responses, molecular events of innate immunity and metabolic activities during the period of late inflammation are still not clear. Moreover, whether modulation of intestinal mucosal immunity due to dietary MOS may suppress *Salmonella*-induced systemic inflammation and reduce nutrient mobilization is unknown. The regulatory immune responses between intestinal mucosal and systemic immunity is well recognized [16], [17]. Therefore, considering the human health havoc due to sub-therapeutic antibiotic utilization among food-producing animals, this study evaluated the effects of MOS and sub-therapeutic antibiotics on innate immunity and nutrient metabolism during late *Salmonella* LPS-induced systemic inflammation.

The experiment reported herein, conducted in a chicken model, a frequently utilized biological model in nutrigenomic scientific investigations [18], and using chicken-specific microarrays, reveals that MOS and the VIRG antibiotic differently regulated expressions of genes involved in innate immunity and metabolic pathways during late systemic inflammation. Innate immune responses were principally mediated by intestinal IL-3, but not IL-1 or IL-6. In contrast to VIRG, MOS inherently induced innate immune responses in non-challenged control hosts. Interestingly, however, MOS terminated innate immune responses earlier than VIRG and reduced glucose mobilization.

## Results

LPS induced pathological symptoms, reduced feed intake and BW, and increased liver size in MOS- and VIRG-fed chickens. However, to make a clear distinction between the effects of MOS and VIRG among hosts within the physiological (non-challenged controls) and inflammatory (LPS-challenged) conditions, we relied on microarray results that detailed the coordinately regulated biological mechanisms underlying innate immunity and nutrient metabolism. 

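Gene expression was measured in the jejunum (intestine), liver and breast muscle of chickens fed MOS at 2 kg/ton or VIRG at 16.5 mg/kg. At 14 d of age the birds were injected with 3 ml of LPS at 100 mg/L or with saline, and tissues were taken 24 h later. The array carries 359 oligonucleotide probes, each printed as 12 spots, for genes of immunity, nutrient metabolism and muscle. Values of 68 samples on 34 slides were analysed, with a Cy3-labelled and a Cy5-labelled bird on each slide. Each of the 4 groups (MOS saline, MOS LPS, VIRG saline and VIRG LPS) had 6 birds in the intestine and in muscle. The liver had 6 MOS saline, 5 MOS LPS, 4 VIRG saline and 5 VIRG LPS birds, and liver slides 2 and 12 were not analysed here. The authors scanned each slide at 1 laser power for Cy3 and another for Cy5, and took log2 of the spot intensities. They normalized these by locally weighted regression within and then across slides, and deposited the result. From these log2 values, the 12 spots of a probe were averaged per bird, so that the bird is the replicate. For each tissue, limma fitted the 4 groups and the dye as fixed terms and the slide as a random block, with Benjamini-Hochberg adjustment over the 359 genes of each comparison. A gene is said to have risen or fallen only at an adjusted p under 0.05. The residuals of slide mates had a correlation of 0.841 in the intestine, 0.841 in the liver and 0.757 in muscle, so a difference given here rests mainly on birds compared within slides. The plain difference of the group means has the other sign for 21 of the 147 differences between groups given for named genes. Counts of birds above or below a group mean also take plain values, with slide and dye left in. The slide a bird lies on moves these counts, so they can differ from the fit. The deposited values carry spot numbers and no gene names. A probe was named where the least-squares means of its groups met those of a gene in the authors' own table within 2e-05, which held for 347 probes in the intestine, 351 in muscle and 339 in both, and every probe was named in at least 1 of them. In the liver, the means of 0 probes met the authors' liver table this closely (median gap 0.0104, largest 0.272), and liver probes take the names of the same spots. For 216 of the 359 liver probes the gene so named was the nearest in that table. Probes for influenza virus segments, which these birds should lack, mark the background, with mean levels of 9.98 to 10.16 in the intestine, 10.01 to 10.06 in the liver and 9.93 to 10.03 in muscle. The number of birds limits the precision, with a median standard error of the LPS effect of 0.016 in the intestine and the liver and 0.0091 in muscle.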

Tissue-specific RNA extracted from the intestines, liver and skeletal muscles at 24 h post-LPS challenge were analyzed using chicken-specific microarrays. All data files from this experiment have been deposited into the MIAME compliant Gene Expression Omnibus (GEO) database, www.ncbi.nlm.nih.gov/projects/geo (accession no. GSE28959).

### LPS induced clinical symptoms in antibiotic- and MOS-fed chickens

To provoke a systemic inflammatory response, chickens were injected i.p. with a sublethal dose of LPS (3 ml of 100 mg LPS/L). The reaction to LPS is a well-characterized innate immune response [19]. Whether hosts were fed MOS or VIRG, LPS caused symptoms of drowsiness, lethargy, ruffled feathers, moderate diarrhea, starvation and withdrawal from water at 6 h post-LPS injection, thus demonstrating success of our challenge model. These clinical signs of innate immune response were most evident around 8 h after LPS injection. Clinical and behavioral changes due to LPS injection have previously been reported in different animal species, including chickens [9]. No signs of inflammatory responses were observed among non-challenged control hosts. To assess pathological changes further, body temperatures were measured at 0, 2, 4, 6, 8, 12, 24 and 48 h post-LPS injection. Body temperature was similar among all hosts prior (0 h) to LPS challenge (Figure S1 *A*). But, LPS markedly increased body temperatures of MOS- and VIRG-fed hosts after 4 h of LPS challenge, and this effect persisted through 24 h (Figure S1 *A* and *B*). After 48 h, however, all hosts regained their homeostatic state after termination of inflammatory responses (Figure S1 *A* and *B*).

### LPS reduced feed intake and bodyweight gain, and increased liver weight in antibiotic- and MOS-fed chickens

LPS markedly reduced feed intake at 12 h (Figure S2 *A*), but not at 24 and 48 h, post-challenge despite VIRG and MOS supplementations. In addition, LPS's effects in reducing feed consumption and inducing profuse diarrhea at 12 h led to severe loss in BW gain (growth) (Figure S3 *A* and *C*). However, depressed BW gain persisted through 24 and 48 h post-LPS challenge. On the other hand, increased liver weights were observed at 12 and 24 h among LPS-challenged hosts (Figure S4 *A* and *C*). But, the more profound increase in liver weights that occurred after 12 h rather than 24 h (+0.66% vs +0.40% of BW) indicated that higher liver metabolic activities might have occurred at 12 h post-LPS challenge responsive to host's higher energy demands. Moreover, given the similarities in body temperatures, feed intake, and liver weights between LPS-challenge and non-challenge control hosts, it is clear that inflammatory responses were abated at 48 h post-LPS challenge. All of these findings indicated that inflammatory responses were more intense earlier than 24 h post-LPS challenge. Therefore, based on the similarity in feed intake, depressed growth and increased liver weights, but persistence in elevated body temperatures, we concluded that 24 h post-LPS treatment corresponded to late inflammation.

### Main Effects: LPS increased innate immune responses

Our results revealed that LPS significantly increased innate immune responses in intestinal tissues (Table 1) characterized by IL-3 up-regulation, and down-regulation of the gene for zinc finger CCCH-type containing 15 (ZC3H15), which negatively regulates macrophage activation [20]. Additionally, the gene coding for the signal transducer and activator of transcription 2 (STAT2), a signaling pathway that augments macrophage's phagocytic activities against pathogenic bacteria by inducing inducible nitric oxide synthase (iNOS) and lysosomal enzymes [21], was induced in the liver. But, down-regulation of genes were observed for TLR 2 precursor (TLR2-2) that also recognizes and binds LPS [22], gallinacin-1 alpha (Gal-1), a wide spectrum antimicrobial peptide functionally equivalent to human β-defensins [23], and putative CXCR1, an IL-8 receptor that binds the IL-8 chemoattractant expressed by macrophages, monocytes and neutrophils. Indeed, gene expression for 2′–5′-oligoadenylate synthetase A (OAS^*^A), which is involved in viral RNA cleavage inhibiting IFN-γ-mediated viral infections [24], was intestinally down-regulated in the absence of viral infection. However, differential immune gene expressions as observed in the intestines and liver were not detected in muscle tissues.

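IL3, a cytokine that promotes the growth of myeloid cells, had an intestinal log2 level of 10.27 ± 0.15 (SD, n = 12) in LPS-injected birds and 10.22 ± 0.16 (SD, n = 12) in saline-injected birds. Its log2 difference was 0.039 (standard error 0.028, adjusted p = 0.855 from limma), a 1.03-fold level, with 5 of 12 LPS-injected birds above the saline mean of their diet. ZC3H15, named by the paper as a brake on macrophage activation, had a log2 difference of -0.027 (standard error 0.027, adjusted p = 0.946 from limma), and its probe lies at the level of the influenza probes. LITAF, a transcription factor induced by LPS, was well above background at 11.68 ± 0.18 (SD, n = 12) in LPS-injected birds, with a log2 difference of 0.013 (standard error 0.031). The 3 probes for the fever-inducing cytokine IL1B had log2 differences of -0.011, -0.019 and -0.0077, the 2 for the neutrophil attractant IL8 -0.027 and -0.038, IL6 -0.013 and the LPS receptor TLR4 -0.023, all from probes at or barely above the level of the influenza probes. Of the 19 probes of pro-inflammatory cytokines and chemokines, 8 were above 0 and 11 below (adjusted p = 0.806 by fry), and none passed when adjusted over the list alone. In this tissue limma called 0 of the 359 genes for LPS, against 20 at an unadjusted p under 0.05 (7 higher and 13 lower), 0 by a mixed model and 2 with the 12 spots taken as separate observations.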

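STAT2, which carries interferon signals to the nucleus, had a liver log2 level of 10.15 ± 0.28 (SD, n = 10) in LPS-injected birds and 10.08 ± 0.15 (SD, n = 10) in saline-injected birds. The log2 difference was 0.093 (standard error 0.051, adjusted p = 0.763 from limma), with 5 of 10 LPS-injected birds above the saline mean of their diet. The MOS LPS bird and the MOS saline bird that share slide 6 had levels of 10.95 and 10.50, while the other livers lay between 10.01 and 10.11. The median of those other livers was 10.04, within the range of the influenza probes. With both birds of slide 6 left out the log2 difference was 0.0077. Of 15 genes of the interferon response, 5 were above 0 and 10 below (adjusted p = 0.903 by fry), and 0 passed when adjusted over the list alone. LITAF, induced by LPS in macrophages, had a log2 difference of 0.076 (standard error 0.063), and the probes for IL1B, IL6, IL8 and TLR4 had log2 differences between -0.028 and 0.046, the highest of them in an IL1B probe that also stood apart in the slide 6 LPS bird. For LPS in the liver, limma called 0 of the 359 genes, with 19 at an unadjusted p under 0.05 (12 higher and 7 lower), 0 by a mixed model and 10 with spots as separate observations.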

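TLR2-2, a receptor for bacterial lipoproteins, had a log2 difference between LPS-injected and saline-injected birds of -0.030 (standard error 0.017, adjusted p = 0.765 from limma) in the intestine, with 8 of 12 LPS-injected birds below the saline mean of their diet. Gal-1, an antimicrobial peptide of the defensin family, has several probes, and the one that matches the paper's table had a log2 difference of -0.019 (standard error 0.012, adjusted p = 0.776 from limma), with 8 of 12 birds below. Both probes lie at the level of the influenza probes. CXCR1, a receptor for IL8, had a liver level of 10.26 ± 0.22 (SD, n = 10) in LPS-injected birds and 10.42 ± 0.25 (SD, n = 10) in saline-injected birds, a log2 difference of -0.068 (standard error 0.058, adjusted p = 0.860 from limma). The MOS LPS bird of slide 6 had a CXCR1 level of 9.74, and without both birds of that slide the log2 difference was -0.0052. Among the 8 probes for Toll-like receptors in the intestine, 1 lay above 0 and 7 below, with a median log2 difference of -0.010 (adjusted p = 0.595 by fry) and 0 past the test when adjusted over the list alone.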

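OAS*A, an interferon-induced enzyme that activates the cleavage of viral RNA, had an intestinal log2 level of 10.27 ± 0.20 (SD, n = 12) after LPS and 10.39 ± 0.35 (SD, n = 12) after saline. This is a log2 difference of -0.12 (standard error 0.077, adjusted p = 0.807 from limma), a 0.92-fold level, and 10 of 12 LPS-injected birds lay below the saline mean of their diet. On the 8 slides that carry an LPS-injected and a saline-injected bird, the LPS-injected bird had the lower value on 5. The spread of the plain values among saline-injected birds was larger than this difference. It still holds slide and dye, so it does not measure the precision of the fit within slides. The 15 genes of the interferon response were 4 above 0 and 11 below, with a median log2 difference of -0.0083 (adjusted p = 0.4663 by fry) and 0 called when adjusted over the list alone.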

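In breast muscle, the immune genes IL3, TLR2-2, ZC3H15, STAT2, CXCR1, OAS*A and Gal-1 had log2 differences between LPS-injected and saline-injected birds from -0.0084 (OAS*A, standard error 0.0050) to 0.021 (CXCR1, standard error 0.014). STAT2 stood at 10.00 ± 0.020 (SD, n = 12) after LPS and 9.99 ± 0.024 (SD, n = 12) after saline, within the range of the influenza probes. LITAF, the LPS-induced transcription factor, was high at 11.52 ± 0.42 (SD, n = 12) after LPS, with a log2 difference of 0.0084, and the probes for IL1B, IL6, IL8 and TLR4 differed by -0.0026 to 0.0061. All adjusted p from limma lay above 0.8 for these genes. Among the 19 probes of pro-inflammatory cytokines and chemokines, 9 were above 0 and 10 below (adjusted p = 0.995 by fry), with 0 past the test when adjusted over the list alone. Over all genes, limma called 0 of 359 for LPS in muscle, 17 had an unadjusted p under 0.05 (11 higher and 6 lower), and 0 passed by a mixed model and 1 with spots as separate observations.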

**Table 1:** Genes identified as differentially expressed due to main LPS effects^1^.

Gene	Gene symbol	Gene ID	Fold change	*P*-value	Gene regulation by LPS^2^
**Intestine**					
***Immune response***					
Interleukin 3	IL-3	474356	1.03	0.00328	+
Toll-like receptor 2 precursor	TLR2-2	769014	0.98	0.00596	−
Zinc finger CCCH-type containing 15	ZC3H15	423992	0.98	0.03575	−
2′–5′ oligoadenylate synthetase A	OAS*A	395908	0.96	0.02579	−
Gallinacin-1 alpha	Gal-1	395841	0.99	0.09106	−
***Metabolism***					
Phosphoenolpyruvate carboxykinase 1	PEPCK	396458	1.05	0.00497	+
Phosphopyruvate hydratase	ENO2	395689	0.94	0.00018	−
3-hydroxy-3-methylglutaryl-CoA reductase	HMGCR	395145	0.95	0.00004	−
***Others***					
Myosin, heavy polypeptide 7, cardiac muscle	MYH7	395350	1.03	0.01938	+
Actin alpha 2, smooth muscle, aorta	ACTA2	423787	0.98	0.04217	−
Myosin light polypeptide 9 regulatory	MYL9	396215	1.04	0.02469	+
**Liver**					
***Immune response***					
Signal transducer and activator of transcription 2	STAT2	6773	1.04	0.00018	+
Putative CXCR1 isoform I and II (IL-8 receptor)	CXCR1	430652	0.97	0.02406	−
***Metabolism***					
Enoyl-CoA hydratase	EHHADH	424877	1.05	0.00017	+
Protein phosphatase 1	PPP1R8	419564	1.03	0.00818	+
Malic enzyme 1	ME	374189	1.03	0.03684	+
5′-AMP-activated protein kinase gamma-2	PRKAG2	420435	1.03	0.00190	+
***Others***					
Deiodinase Type 2	DIO2	373903	0.95	0.00043	−
Iroquois homeobox protein 1	IRX1	374185	1.05	0.00136	+
Potassium voltage-gated channel shaker-related subfamily No 3	KCNA3	404303	1.06	0.00008	+
**Skeletal muscle**					
***Metabolism***					
6-phosphofructokinase (PFK-1)	PFKM	374064	0.95	0.00001	−
***Others***					
Atrial natriuretic factor precursor	NPPA	395765	1.03	0.00005	+

1 Pooled LPS-challenged hosts: MOS+VIRG (antibiotic) groups; The complete raw data have been deposited in the Gene Expression Omnibus (GEO) database, www.ncbi.nlm.nih.gov/projects/geo (accession no. GSE28959).

2 +: up-regulated genes by LPS; −: down-regulated genes by LPS.

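Further entries of Table 1 are ACTA2, an actin of smooth muscle, in the intestine and, in the liver, PPP1R8, an inhibitor of protein phosphatase 1, IRX1, a homeobox transcription factor, and DIO2, which makes active thyroid hormone. ACTA2 had a log2 difference for LPS of -0.029 (standard error 0.032, adjusted p = 0.946 from limma) from a probe at the level of the influenza probes. In the liver, log2 differences were 0.064 (standard error 0.035) for PPP1R8, 0.12 (standard error 0.058) for IRX1 and -0.078 (standard error 0.037) for DIO2, each with adjusted p = 0.763 from limma. Without both birds of slide 6, where IRX1 reached 10.80 in the LPS bird, they were 0.0020, -0.0097 and -0.054. Of the 22 entries of Table 1, all 22 have the printed sign here, a count that is no independent evidence since the study chose them on these samples. By limma, 0 of them passed at an adjusted p under 0.05, with 5 at an unadjusted p under 0.05, 0 by a mixed model and 9 with spots as separate observations. Over the 9 liver entries the median size of the log2 difference was 0.093, and 0.0077 without both birds of slide 6, where 3 turned their sign.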

### Main Effects: LPS increased glucose mobilization and modified fatty acid metabolism

During acute inflammation, starvation alters host's carbohydrate, protein and fat metabolisms that are orchestrated by synergistically-operated pro-inflammatory cytokines, to meet the body's energy requirements. Subsequent to rapid glucose absorption and oxidative utilization, blood glucose level is maintained by liver glycogenolysis, catabolism of skeletal muscles that generates and mobilizes amino acids for liver gluconeogenesis [12], [13], and catabolism of adipose tissues that triggers liver lipolysis [14].

However, here, we observed that glucose mobilization occurred differently during late inflammation than during immunologically non-challenged conditions. LPS significantly increased intestinal gluconeogenesis by increasing gene expression for phosphoenolpyruvate carboxykinase 1 (PEPCK), a key gluconeogenic enzyme that synthesizes phosphoenolpyruvate from oxaloacetate (Table 1). 

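PEPCK, encoded by PCK1, had an intestinal log2 level of 10.79 ± 0.15 (SD, n = 12) after LPS and 10.75 ± 0.13 (SD, n = 12) after saline. Its log2 difference was 0.068 (standard error 0.024, adjusted p = 0.642 from limma), a 1.05-fold level, with the LPS-injected bird higher on 5 of the 8 slides that carry both treatments. The 4 genes of gluconeogenesis on the array, PEPCK, G6PC2 (a glucose-6-phosphatase), FBP1 (fructose-1,6-bisphosphatase) and PC (pyruvate carboxylase), all had log2 differences above 0, with a median of 0.034 (adjusted p = 0.398 by fry). When adjusted over the list alone 1 of them passed, PEPCK, which the study itself picked on these samples.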

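ENO2, an enolase of glycolysis, had an intestinal log2 level of 10.53 ± 0.20 (SD, n = 12) in LPS-injected and 10.66 ± 0.18 (SD, n = 12) in saline-injected birds. That is a log2 difference of -0.088 (standard error 0.037, adjusted p = 0.708 from limma), a 0.94-fold level, with 9 of 12 LPS-injected birds below the saline mean of their diet. Among the 19 probes for glycolytic enzymes, 6 lay above 0 and 13 below, with a median log2 difference of -0.028 (adjusted p = 0.4663 by fry), and 0 passed when adjusted over the list alone. The members with the smallest adjusted p were HK2, a hexokinase, and ENO1, another enolase, at log2 differences of 0.029 (standard error 0.010) and -0.10 (standard error 0.043).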

Evidently, intestinal glycolysis and cholesterol synthesis were repressed as indicated by gene down-regulations for phosphopyruvate hydratase (ENO2), which converts 2-phosphoglycerate into phosphoenolpyruvate, and 3-hydroxy-3-methylglutaryl-CoA reductase (HMGCR), which catalyzes the rate-limiting step in the mevalonate pathway converting 3-hydroxy-3-methylglutaryl-CoA (HMG-CoA) into mevalonate [25], respectively. The high rates of glucose synthesis and glucose trafficking across intestinal epithelial cells enhanced intestinal contractions as indicated by *myosin heavy polypeptide 7 cardiac muscle* (*MYH7*) and *myosin light polypeptide 9 regulatory* (*MYL9*) up-regulations [26]. 

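MYH7, a slow myosin heavy chain of heart and skeletal muscle, had an intestinal log2 difference for LPS of 0.049 (standard error 0.025, adjusted p = 0.765 from limma), with 5 of 12 LPS-injected birds above the saline mean of their diet. MYL9, a regulatory light chain of smooth muscle myosin, stood at 10.35 ± 0.14 (SD, n = 12) after LPS and 10.35 ± 0.15 (SD, n = 12) after saline, a log2 difference of 0.047 (standard error 0.027, adjusted p = 0.765 from limma) in the fit within slides. Of 6 smooth muscle genes, 5 lay above 0 and 1 below (adjusted p = 0.398 by fry), with 0 past the test when adjusted over the list alone. For the 11 probes of striated muscle genes, 7 were above 0 and 4 below (adjusted p = 0.541).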

Contrary to expectations, gluconeogenesis did not occur in the liver. 

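In the liver, PEPCK had a log2 level of 10.54 ± 0.31 (SD, n = 10) in LPS-injected birds and 10.37 ± 0.17 (SD, n = 10) in saline-injected birds. The log2 difference of 0.26 (standard error 0.069, adjusted p = 0.504 from limma), a 1.20-fold level, was the largest of the 359 genes in size for LPS over both diets and did not pass the test. The paper's own fold for this comparison is 1.03, from a model that names 12 arrays. The values here rest on 10 liver slides, so the sets of samples differ. LPS-injected birds had the higher value on 5 of the 6 slides that carry both treatments, and 6 of 10 lay above the saline mean of their diet. Within diets the log2 difference was 0.33 (standard error 0.10, adjusted p = 0.883 from limma) in VIRG-fed and 0.19 (standard error 0.084, adjusted p = 0.418) in MOS-fed birds, with ranges of 0.26 to 0.41 and 0.068 to 0.29 over the alternatives. IGFBP1, a binding protein for insulin-like growth factors that liver makes in fasting, was chosen after its values were seen and had a log2 difference for LPS of 0.16 (standard error 0.049, adjusted p = 0.504 from limma), or 0.10 without both birds of slide 6. With spots as separate observations both passed, at adjusted p = 1.52e-16 for PEPCK and 1.9e-11 for IGFBP1, while the adjusted p of PEPCK with birds as replicates ranged from 0.0542 to 0.997 over the other settings. Of the 4 gluconeogenesis genes, 3 lay above 0 and 1 below (adjusted p = 0.580 by fry), with 1 past the test when adjusted over the list alone.

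**Figure D1:**
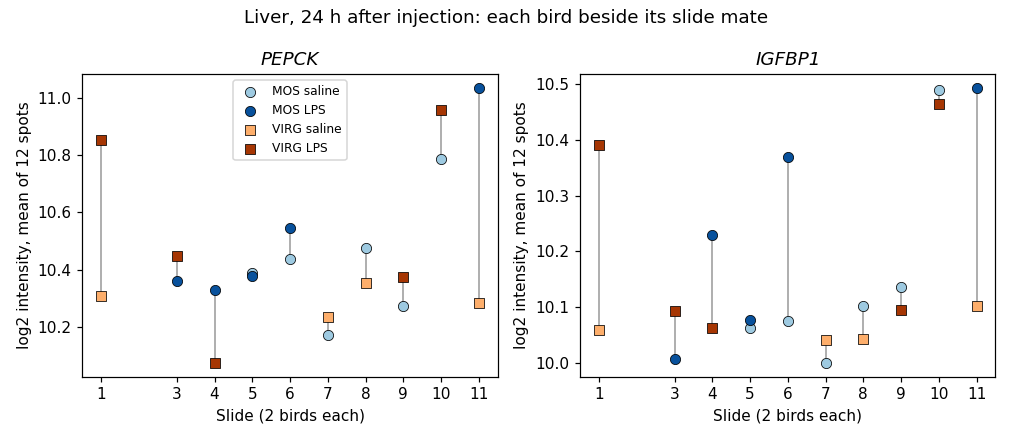
Log2 intensity (mean of the 12 spots) of PEPCK and IGFBP1 in the liver of each bird by slide, with birds of one slide joined by a line, circles for MOS, squares for VIRG, light symbols for saline and dark symbols for LPS. The dark symbol of PEPCK lies above the light one on 5 of the 6 slides that carry both treatments.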

Intriguingly, LPS up-regulated genes coding for malic enzyme (ME), a key enzyme involved in fatty acid synthesis catalyzing the oxidative decarboxylation of malate to pyruvate, NADPH and carbon dioxide [27], and enoyl-CoA hydratase (EHHADH), a key enzyme involved in β-oxidation of fatty acids [28]. Therefore, metabolic energy to support late inflammation was derived mostly from increased fatty acid *de-novo* biosynthesis followed by its catabolism. 

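ME (ME1 on the array), which supplies NADPH for fatty acid synthesis, had a liver log2 level of 10.46 ± 0.26 (SD, n = 10) after LPS and 10.26 ± 0.12 (SD, n = 10) after saline, a log2 difference of 0.10 (standard error 0.060, adjusted p = 0.763 from limma) and a 1.08-fold level. EHHADH, an enzyme of peroxisomal beta-oxidation, had a log2 difference of 0.14 (standard error 0.073, adjusted p = 0.763 from limma), and KCNA3, a voltage-gated potassium channel, 0.16 (standard error 0.10, adjusted p = 0.763 from limma). Both values rest on slide 6, whose LPS and saline birds reached 11.24 and 10.56 for EHHADH and 11.63 and 10.76 for KCNA3, against at most 10.23 and 10.14 in the other livers. With both of these birds left out the log2 differences were 0.064 for ME, -0.0067 for EHHADH and -0.020 for KCNA3. Of 4 genes of fatty acid synthesis 3 lay above 0 and 1 below (adjusted p = 0.903 by fry), and of 8 probes of fatty acid oxidation 4 and 4 (adjusted p = 0.944), with 0 and 0 past the test when adjusted over each list alone. From higher ME and EHHADH expression after LPS, the paper reasons that fatty acids were made and then burned, and concludes that they supplied most of the energy of late inflammation.

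**Figure D2:**
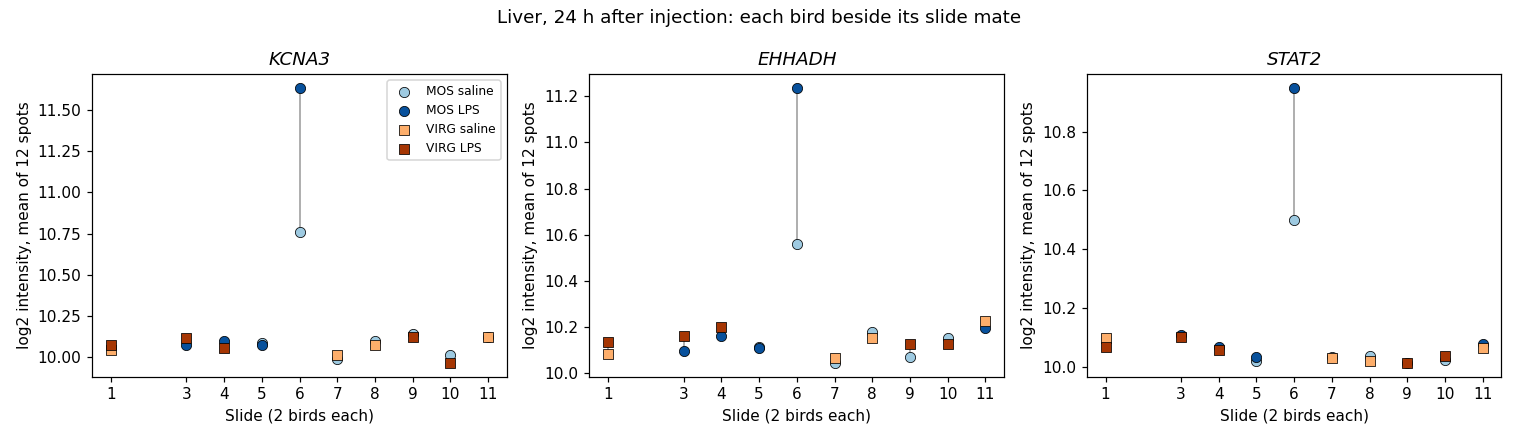
Log2 intensity (mean of the 12 spots) of KCNA3, EHHADH and STAT2 in the liver of each bird by slide, with birds of one slide joined by a line, circles for MOS, squares for VIRG, light symbols for saline and dark symbols for LPS. The LPS bird of slide 6 lies at 11.63, 11.24 and 10.95 for the 3 genes and its saline mate at 10.76, 10.56 and 10.50, above every other bird.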

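PRKAG2, a regulatory subunit of the energy sensor AMPK, had a liver log2 difference between LPS-injected and saline-injected birds of 0.078 (standard error 0.046, adjusted p = 0.763 from limma), with 3 of 10 LPS-injected birds above the saline mean of their diet. Levels were 10.83 and 10.44 in the LPS and saline birds of slide 6 and between 9.95 and 10.05 in the other livers. The median of those other livers was 10.02, within the range of the influenza probes. The log2 difference without both birds of slide 6 was 0.0040.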

Unexpectedly, LPS up-regulated gene for 5′-AMP-activated protein kinase gamma 2 (PRKAG2), a low energy sensor that represses acetyl-CoA carboxylase and HMG-CoA reductase to inhibit fatty acid and cholesterol biosynthesis, respectively [29]. In muscle tissues, down-regulation of the gene for 6-phosphofructokinase (PFKM), a regulatory enzyme that converts fructose-6-phosphate into fructose-1,6-biphosphate, suppressed the glycolytic pathway, whereas *atrial natriuretic factor precursor* (*NPPA*) up-regulation caused vasodilatation to increase blood flow [30]. 

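PFKM, the phosphofructokinase of muscle glycolysis, had a level of 10.13 ± 0.10 (SD, n = 12) in breast muscle after LPS and 10.21 ± 0.090 (SD, n = 12) after saline from the probe that matches the paper's table. The log2 difference was -0.075 (standard error 0.034, adjusted p = 0.874 from limma), a 0.95-fold level, with 10 of 12 LPS-injected birds below the saline mean of their diet. NPPA, the precursor of a peptide hormone that widens blood vessels, had a log2 difference of 0.040 (standard error 0.016, adjusted p = 0.874 from limma), with 9 of 12 LPS-injected birds above the saline mean of their diet. Its levels of 10.06 ± 0.064 (SD, n = 12) after LPS and 10.01 ± 0.047 (SD, n = 12) after saline lie at the top of the range of the influenza probes. Among 19 probes for glycolytic enzymes in muscle, 10 were above 0 and 9 below (adjusted p = 0.767 by fry), and 0 passed when adjusted over the list alone.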

Taken together, all these findings reveal a clear disassociation between glucose mobilization and the biosynthesis and β-oxidation of fatty acids. These discrepancies could be attributed to MOS's immune-stimulatory effects among non-challenged control hosts, as discussed later.

### MOS increased innate immune responses in non-challenged control chickens

Because MOS increases *Salmonella* and *E. coli* clearance of the intestines [5], we thought that MOS may suppress innate immune responses under inflammatory conditions rather than VIRG thereby reducing catabolism of body reserves. However, MOS significantly increased innate immune responses among non-challenged control hosts than VIRG. For instance, several innate immune genes were induced by MOS in the intestines, including *IL-3*, *TLR-3*, *TLR2-2* and *Gal-1* (Table 2). Moreover MOS up-regulated liver genes for putative CXCR1, IL 13 receptor alpha 2 (IL13RA2), which is a specific IL-13 receptor, and CD3 glycoprotein (CD3), which increases T cell activation and signaling of humoral immunity [31]. But, *STAT2* was down-regulated.

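In saline-injected birds, intestinal IL3 stood at 10.25 ± 0.19 (SD, n = 6) on MOS and 10.19 ± 0.13 (SD, n = 6) on VIRG, a log2 difference of 0.074 (standard error 0.039, adjusted p = 0.604 from limma) with 3 of 6 MOS-fed birds above the VIRG mean. TLR3, a receptor for double-stranded RNA, had a log2 difference of 0.047 (standard error 0.027, adjusted p = 0.690 from limma), TLR2-2 0.041 (standard error 0.024, adjusted p = 0.698) and the antimicrobial peptide Gal-1 0.050 (standard error 0.017, adjusted p = 0.232), with 4, 3 and 3 of 6 MOS-fed birds above the VIRG mean. The probes of TLR3, TLR2-2 and Gal-1 lie at the level of the influenza probes. OAS*A, also in Table 2, had a log2 difference of 0.13 (standard error 0.11, adjusted p = 0.790 from limma). None of these genes passed the test. Of 8 probes of Toll-like receptors 6 lay above 0 and 2 below (adjusted p = 0.398 by fry, 0 past the test when adjusted over the list alone), and the 3 probes of antimicrobial peptides were all above 0 (adjusted p = 0.396, 1 when adjusted over the list alone). The 19 probes of pro-inflammatory cytokines and chemokines were 12 above 0 and 7 below (adjusted p = 0.735, 0 when adjusted over the list alone). For MOS against VIRG in saline-injected birds, limma called 3 of the 359 intestinal genes, all lower on MOS, and none of them is an immune gene. At an unadjusted p under 0.05 there were 31 (13 higher and 18 lower), and 0 passed by a mixed model and 14 with spots as separate observations.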

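In the liver of saline-injected birds, CXCR1 had a level of 10.43 ± 0.31 (SD, n = 6) on MOS and 10.42 ± 0.17 (SD, n = 4) on VIRG, with a log2 difference of 0.080 (standard error 0.076, adjusted p = 0.998 from limma) in the fit. IL13RA2, a receptor that binds IL13, had a log2 difference of 0.074 (standard error 0.073) and CD3D, a chain of the T cell receptor complex, 0.059 (standard error 0.045), each with adjusted p = 0.998 from limma. The MOS and VIRG birds of slide 7 had levels of 11.05 and 10.83 for IL13RA2 and 10.64 and 10.49 for CD3D, against at most 10.09 for either gene in the other livers. Over the livers outside slide 6 the median was 10.04 for IL13RA2 and 10.03 for CD3D, within the range of the influenza probes. Leaving out both birds of slide 7 gave log2 differences of 0.0064 for CXCR1, 0.0047 for IL13RA2 and 0.017 for CD3D. The 8 probes of lymphocyte markers were 3 above 0 and 5 below (adjusted p = 0.966 by fry), and 0 passed when adjusted over the list alone. For the diets in saline-injected birds, limma called 0 of 359 liver genes, with 8 at an unadjusted p under 0.05 (3 higher and 5 lower), 0 by a mixed model and 5 with spots as separate observations.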

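Liver STAT2 had a log2 difference between MOS-fed and VIRG-fed saline birds of -0.0088 (standard error 0.067, adjusted p = 0.998 from limma), far within its standard error. The group means were 10.11 ± 0.19 (SD, n = 6) on MOS and 10.05 ± 0.035 (SD, n = 4) on VIRG, the former with the MOS bird of slide 6 at 10.50. Leaving out both birds of slide 6 gave -0.0022, and without both birds of slide 7 it was 0.027. Outside slide 6 the livers had a median STAT2 level of 10.04, within the range of the influenza probes. Among 15 genes of the interferon response 9 lay above 0 and 6 below (adjusted p = 0.944 by fry, 0 past the test when adjusted over the list alone).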

**Table 2:** Genes identified as differentially expressed due to MOS in non-challenged control hosts^1^.

Gene	Gene symbol	Gene ID	Fold change	*P*-value	Gene regulation by MOS^2^
**Intestine**					
***Immune response***					
Interleukin 3	IL-3	474356	1.05	2.98E-05	+
Toll-like receptor 3	TLR3	422720	1.04	0.00687	+
Toll-like receptor 2 precursor	TLR2-2	769014	1.03	0.00984	+
2′–5′ oligoadenylate synthetase A	OAS*A	395908	1.15	0.00000	+
Gallinacin-1 alpha	Gal-1	395841	1.03	0.00145	+
***Metabolism***					
Phosphoenolpyruvate carboxykinase 1	PEPCK	396458	1.11	0.00007	+
***Others***					
Myosin, heavy polypeptide 7, cardiac muscle	MYH7	395350	1.04	0.01797	+
Secreted protein acidic cysteine-rich	SPARC	386571	0.94	0.00023	−
Myosin, heavy chain 11, smooth muscle	MYH11	396211	0.87	0.00000	−
Heat shock 10 kDa protein 1	HSPE1	395948	0.90	0.00057	−
Myosin light polypeptide 9 regulatory	MYL9	396215	0.93	0.00117	−
Atrial natriuretic factor precursor	NPPA	395765	1.05	0.00005	+
Iron regulatory protein 1	IRP1	373916	0.92	0.00000	−
**Liver**					
***Immune response***					
Interleukin 13 Receptor Alpha 2	IL13RA2	422219	1.05	0.00002	+
Signal transducer and activator of transcription 2	STAT2	6773	0.97	0.02042	−
Putative CXCR1 isoform I and II (IL-8 receptor)	CXCR1	430652	1.07	0.00018	+
CD3 glycoprotein	CD3D	396518	1.04	0.00010	+
***Metabolism***					
Enoyl-CoA hydratase	EHHADH	424877	0.95	0.01192	−
Protein phosphatase 1	PPP1R8	419564	0.97	0.04035	−
Phosphopyruvate hydratase	ENO2	395689	1.05	0.00362	+
Malic enzyme 1	ME	374189	0.96	0.05583	−
***Others***					
Deiodinase Type 2	DIO2	373903	1.05	0.02708	+
Potassium voltage-gated channel shaker-related subfamily No 3	KCNA3	404303	0.95	0.00649	−
**Skeletal muscle**					
***Others***					
NK2 transcription factor related locus 5	NKX2-5	396073	1.18	0.00000	+
Desmin	DES	395906	0.89	0.00011	−

1 Control hosts: MOS-fed chickens v/s VIRG-fed chickens; The complete raw data have been deposited in the Gene Expression Omnibus (GEO) database, www.ncbi.nlm.nih.gov/projects/geo (accession no. GSE28959).

2 +: up-regulated genes by MOS; −: down-regulated genes by MOS.

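Table 2 also lists NKX2-5, a homeobox factor of heart and muscle development, and desmin (DES), an intermediate filament of muscle, in breast muscle. NKX2-5 stood at 10.88 ± 0.45 (SD, n = 6) in MOS-fed and 10.47 ± 0.18 (SD, n = 6) in VIRG-fed saline birds, a log2 difference of 0.27 (standard error 0.12, adjusted p = 0.996 from limma) and the largest of the 359 muscle genes in this comparison. DES had a log2 difference of -0.17 (standard error 0.069, adjusted p = 0.996 from limma), with 5 of 6 MOS-fed birds below the VIRG mean. In the liver, the phosphatase inhibitor PPP1R8 had a log2 difference of -0.036 (standard error 0.046), or -0.013 without both birds of slide 7. All 25 entries of Table 2 have the printed sign here, and by limma 2 passed, MYH11 and IRP in the intestine, with 10 at an unadjusted p under 0.05, 0 by a mixed model and 14 with spots as separate observations. In muscle, limma called 0 of the 359 genes for this comparison, with 9 at an unadjusted p under 0.05 (1 higher and 8 lower), 0 by a mixed model and 2 with spots as separate observations.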

### MOS increased glucose mobilization and metabolism in non-challenged control chickens

Augmentation in immune responses by MOS among non-challenged control hosts significantly increased glucose mobilization and metabolism. 

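In the intestine of saline-injected birds, 3 of the 4 gluconeogenesis genes had log2 differences above 0 on MOS, PEPCK among them, and 1 below (median 0.0070, adjusted p = 0.4663 by fry, 1 past the test when adjusted over the list alone). Glycolytic enzymes were 5 probes above 0 and 14 below (median -0.017, adjusted p = 0.4663). Enzymes of the TCA cycle were 2 above and 7 below (median -0.020, adjusted p = 0.396), and probes of glycogen metabolism 4 and 7 (median -0.014, adjusted p = 0.4663). Markers of enterocytes, the absorptive cells of the gut, were 1 above 0 and 5 below (adjusted p = 0.4663). When adjusted over each list alone, 0 of the glycolytic, 0 of the TCA cycle and 0 of the glycogen probes passed.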

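PEPCK, which commits oxaloacetate to glucose synthesis, had an intestinal log2 difference between MOS-fed and VIRG-fed saline birds of 0.14 (standard error 0.034, adjusted p = 0.0564 from limma), a 1.10-fold level. MOS-fed birds had the higher value on 2 of the 2 slides that carry a saline bird of each diet. In plain values, with the slide left in, 3 of 6 lay above the VIRG mean. The gene missed the test, and passed it with the slide as a fixed term (adjusted p = 0.0371), with the dimmest 25% of the probes left out (0.0281), and without VIRG LPS bird 3 (0.0476) or VIRG saline bird 6 (0.0403), in a range of 0.0281 to 0.716 over the settings with birds as replicates. HSPE1, a mitochondrial chaperone, stood at 10.50 ± 0.28 (SD, n = 6) on MOS and 10.64 ± 0.31 (SD, n = 6) on VIRG, a log2 difference of -0.15 (standard error 0.059, adjusted p = 0.326 from limma) with 3 of 6 MOS-fed birds below the VIRG mean.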

MOS down-regulated the gene for heat shock protein 1 (HSPE1), which folds and activates newly synthesized linear proteins into functional 3-D proteins [32]; thus, deactivated proteins were increasingly utilized in intestinal gluconeogenesis as mediated by *PEPCK* up-regulation (Table 2). 

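In the intestine of saline-injected birds, 3 genes fell on MOS relative to VIRG: MYH11, the myosin heavy chain of smooth muscle, IRP, an iron regulatory protein, and decorin (DCN), a collagen-binding proteoglycan of connective tissue. MYH11 stood at 10.28 ± 0.16 (SD, n = 6) on MOS and 10.47 ± 0.19 (SD, n = 6) on VIRG, a log2 difference of -0.20 (standard error 0.043, adjusted p = 0.0481 from limma) and a 0.87-fold level, with 5 of 6 MOS-fed birds below the VIRG mean and the MOS-fed bird lower on 2 of 2 slides. IRP had a log2 difference of -0.11 (standard error 0.027, adjusted p = 0.0497 from limma), with 5 of 6 MOS-fed birds below the VIRG mean. DCN had -0.094 (standard error 0.022, adjusted p = 0.0497 from limma) with 6 of 6 below, from a probe at the level of the influenza probes. MYL9, another smooth muscle gene, had a log2 difference of -0.12 (standard error 0.039, adjusted p = 0.232 from limma), SPARC, a collagen-binding protein, -0.092 (standard error 0.027, adjusted p = 0.176) and MYH7, a slow myosin, 0.042 (standard error 0.036, adjusted p = 0.790). Of 6 smooth muscle genes 2 lay above 0 and 4 below (median -0.038, adjusted p = 0.330 by fry), and 2 passed when adjusted over the list alone, MYH11 and MYL9, both picked by the study on these samples. The adjusted p of MYH11 was 0.0446 with each sample centred and 0.0271 with the dimmest 25% of probes left out, and it was 0.0749 with the slide as a fixed term, 0.0873 without the dye term, 0.0798 with the median of the spots, 0.275 with replicate numbers as blocks, 0.177 by a mixed model, 0.0816 with quantile normalization (log2 difference -0.21, standard error 0.048) and 0.716 with only the 2 groups fitted (-0.15, 0.056), while IRP and DCN passed with birds as replicates in no other setting than the dimmest 25% of probes left out (0.0281 for both). With 1 bird left out in turn, MYH11 passed without MOS LPS bird 5 (0.0492), MOS saline bird 4 (0.00113), VIRG LPS bird 3 (0.0476), VIRG LPS bird 4 (0.0468), VIRG saline bird 2 (0.0442), VIRG saline bird 4 (0.0135) or VIRG saline bird 6 (0.0403) and missed the test without any of the other birds, at up to adjusted p = 0.126. IRP passed only without VIRG LPS bird 1 (0.0390), VIRG LPS bird 3 (0.0476), VIRG saline bird 1 (0.0107) or VIRG saline bird 6 (0.0403), with up to 0.349 otherwise, and DCN without MOS saline bird 4 (0.0203), VIRG LPS bird 3 (0.0476), VIRG LPS bird 4 (0.0468), VIRG saline bird 2 (0.0409) or VIRG saline bird 4 (0.0438), with up to 0.256. Without MOS saline bird 4, MYL9 (log2 difference -0.17, adjusted p = 0.0291), SPARC (-0.12, 0.0300) and the smooth muscle list (0.0290) passed as well.

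**Figure D3:**
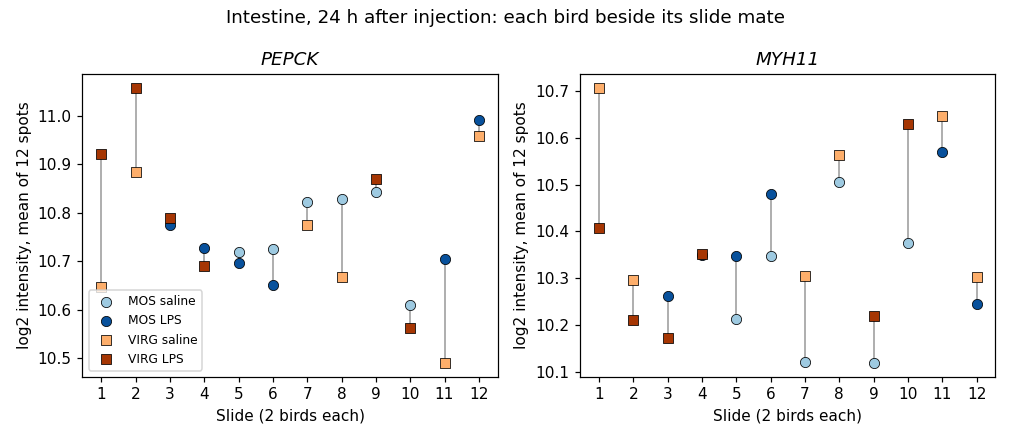
Log2 intensity (mean of the 12 spots) of PEPCK and MYH11 in the intestine of each bird by slide, with birds of one slide joined by a line, circles for MOS, squares for VIRG, light symbols for saline and dark symbols for LPS. On the 2 slides with a light circle and a light square, the circle lies lower for MYH11 and higher for PEPCK.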

Increased intestinal contractions, in part due to increased glucose absorption across epithelial cells, were mediated by *MYH7* up-regulation but not *MYH11* and *MYL9*. Correspondingly, *NPPA* was up-regulated to ascertain high glucose flux into the liver via the hepatic portal vein. Therefore, to increase the glucose-uptake capacity of liver cells, MOS induced the gene for deiodinase type 2 (DIO2), reported to reduce insulin resistance by increasing intracellular triiodothyronine (T3) levels [33]. Furthermore, down-regulation of *potassium voltage-gated channel shaker-related subfamily 3* (*KCNA3*) significantly increased insulin-stimulated glucose uptake through the GLUT4 glucose transporter, as reported by [34]. 

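Intestinal NPPA, the precursor of atrial natriuretic peptide, stood at 10.17 ± 0.16 (SD, n = 6) on MOS and 10.08 ± 0.091 (SD, n = 6) on VIRG in saline-injected birds, at the level of the influenza probes. They differed by 0.089 on the log2 scale (standard error 0.030, adjusted p = 0.232 from limma), with 4 of 6 MOS-fed birds above the VIRG mean.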

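Liver DIO2, the deiodinase that turns thyroxine into active T3, had levels of 10.23 ± 0.20 (SD, n = 6) on MOS and 10.22 ± 0.095 (SD, n = 4) on VIRG in saline-injected birds. The log2 difference was 0.054 (standard error 0.048, adjusted p = 0.998 from limma), about the size of its standard error, and 0.11 without both birds of slide 7.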

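For liver KCNA3, MOS-fed and VIRG-fed saline birds differed by -0.012 (standard error 0.13, adjusted p = 0.998 from limma) on the log2 scale, with 2 of 6 MOS-fed birds below the VIRG mean of 10.06 ± 0.046 (SD, n = 4). The MOS mean of 10.18 ± 0.29 (SD, n = 6) holds the saline bird of slide 6 at 10.76. The log2 difference turned its sign without both birds of slide 7 (0.065) and without both birds of slide 6 (0.0085).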

As evidenced by *ENO2* up-regulation, high liver glucose increased liver glycolytic activities for energy generation. 

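Liver ENO2 had a log2 difference between MOS-fed and VIRG-fed saline birds of 0.058 (standard error 0.080, adjusted p = 0.998 from limma), with 2 of 6 MOS-fed birds above the VIRG mean. It was 0.022 without both birds of slide 7 and 0.056 without both birds of slide 6. The 19 probes of glycolytic enzymes in the liver were 8 above 0 and 11 below (median -0.0092, adjusted p = 0.966 by fry), and 0 passed when adjusted over the list alone.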

*ME* and *EHHADH* down-regulations repressed liver fatty acid biosynthesis and β-oxidation, respectively. Therefore, elevated intestinal gluconeogenesis and liver glycolysis were sufficient to meet the host's energy demands.

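In the liver of saline-injected birds, ME had a log2 difference between MOS and VIRG of -0.017 (standard error 0.078, adjusted p = 0.998 from limma) and EHHADH of -0.022 (standard error 0.10, adjusted p = 0.998). Plain means were 10.22 ± 0.10 (SD, n = 6) on MOS and 10.32 ± 0.15 (SD, n = 4) on VIRG for ME, and 10.18 ± 0.19 (SD, n = 6) and 10.13 ± 0.074 (SD, n = 4) for EHHADH. With slide 7 left out the log2 differences were 0.12 and 0.029. Of 4 genes of fatty acid synthesis 1 lay above 0 and 3 below (adjusted p = 0.944 by fry), and of 8 probes of fatty acid oxidation 3 and 5 (adjusted p = 0.944), with 0 and 0 past the test when adjusted over each list alone. From intestinal PEPCK, liver ENO2, ME and EHHADH, the paper reasons that gluconeogenesis in the gut and glycolysis in the liver rose while fatty acid pathways were repressed, and concludes that glucose met the energy demand of MOS-fed birds. Its RT-qPCR also gave higher intestinal PEPCK on MOS than on VIRG in control birds.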

### LPS mediated innate immune responses differently within MOS and antibiotic chicken groups

So far, we reported inherent immune-stimulatory effects due to independent LPS and MOS treatments. Therefore, simultaneous administration of these treatments was expected to intensify the inflammatory responses. Interestingly, however, our results revealed that MOS counteracted the detrimental effects of LPS on innate immunity. 

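The test of whether LPS acted differently on the diets is the interaction, the LPS effect in MOS-fed birds minus that in VIRG-fed birds. In the intestine it was -0.43 (standard error 0.15, adjusted p = 0.301 from limma) on the log2 scale for OAS*A, the antiviral enzyme, and -0.11 (standard error 0.038, adjusted p = 0.301) for TLR3, -0.052 (standard error 0.034, adjusted p = 0.536) for TLR2-2, -0.072 (standard error 0.035, adjusted p = 0.475) for IL10 and -0.029 (standard error 0.055, adjusted p = 0.847) for IL3. The OAS*A interaction passed without VIRG saline bird 5 (-0.45, adjusted p = 0.00886 from limma), in a range of 0.00886 to 0.597 over the settings with birds as replicates, and it passed with spots as separate observations. For MYH11, the smooth muscle myosin, it was 0.24 (standard error 0.061, adjusted p = 0.243 from limma), and it passed without MOS saline bird 4 (0.31, adjusted p = 0.00677), in a range of 0.00677 to 0.459 over the same settings, and with spots as separate observations. PEPCK had an interaction of -0.17 (standard error 0.049, adjusted p = 0.282). In the liver it was -0.059 (standard error 0.10, adjusted p = 0.884 from limma) for IL13RA2 and -0.041 (standard error 0.062, adjusted p = 0.877) for CD3D. By limma, 0 of 359 genes passed in the intestine, 0 in the liver and 0 in muscle, with 36, 15 and 5 at an unadjusted p under 0.05, 0, 0 and 0 by a mixed model and 11, 2 and 1 with spots as separate observations.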

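In MOS-fed birds, intestinal IL10 had a log2 difference between LPS and saline of -0.046 (standard error 0.024, adjusted p = 0.437 from limma), with 3 of 6 LPS-injected birds below the saline mean and a probe at the level of the influenza probes. IL3 had a log2 difference of 0.025 (standard error 0.039, adjusted p = 0.888 from limma). Of 19 probes of pro-inflammatory cytokines and chemokines, 5 lay above 0 and 14 below (median -0.021, adjusted p = 0.4663 by fry, 0 past the test when adjusted over the list alone). The 4 probes of anti-inflammatory and Th2 cytokines were 2 above and 2 below (adjusted p = 0.839). For LPS in MOS-fed birds, limma called 0 of 359 intestinal genes, with 45 at an unadjusted p under 0.05 (23 higher and 22 lower), 0 by a mixed model and 12 with spots as separate observations.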

Although we observed intestinal down-regulation of the gene for IL-10, an anti-inflammatory cytokine that causes negative-feedback on secretions of pro-inflammatory cytokines [35], neither *IL-3*, as observed due to LPS (Table 1) treatment alone, nor any other pro-inflammatory cytokines were induced (Table 3). 

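In MOS-fed birds the largest intestinal log2 difference between LPS and saline was that of OAS*A, an interferon-induced antiviral enzyme, at -0.33 (standard error 0.11, adjusted p = 0.283 from limma). Its plain levels, with slide and dye left in, were 10.19 ± 0.10 (SD, n = 6) after LPS and 10.37 ± 0.32 (SD, n = 6) after saline. The spread of such plain values cannot be set against a difference taken mainly within slides. TLR2-2 had a log2 difference of -0.056 (standard error 0.024, adjusted p = 0.350 from limma), TLR3 -0.068 (standard error 0.027, adjusted p = 0.350) and Gal-1 -0.058 (standard error 0.017, adjusted p = 0.283), from probes at the level of the influenza probes, with 5, 4 and 5 of 6 LPS-injected birds below the saline mean. Gal-1 passed without MOS LPS bird 1 (-0.070, adjusted p = 0.0489 from limma), in a range of 0.0489 to 0.743 over the settings with birds as replicates, and it passed with spots as separate observations. The 8 probes of Toll-like receptors were 1 above 0 and 7 below (median -0.044, adjusted p = 0.208 by fry, 0 past the test when adjusted over the list alone), and the 15 genes of the interferon response 4 and 11 (adjusted p = 0.396, 0 alone). In the liver, IL13RA2 had a log2 difference of -0.054 (standard error 0.068, adjusted p = 0.735 from limma) and CD3D -0.026 (standard error 0.042, adjusted p = 0.810), or -0.015 and -0.0021 without both birds of slide 7. For LPS in MOS-fed birds limma called 0 of 359 liver genes, with 38 at an unadjusted p under 0.05 (25 higher and 13 lower), 0 by a mixed model and 19 with spots as separate observations.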

To further support MOS's effect in alleviating inflammatory responses, we observed down-regulations of *TLR2-2*, *TLR-3* and OAS^*^A, and *IL13RA2* and *CD3* in intestinal and liver tissues, respectively. 

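ZC3H15, a zinc finger protein, had an intestinal log2 difference between LPS-injected and saline-injected MOS-fed birds of -0.072 (standard error 0.038, adjusted p = 0.437 from limma). Its levels of 10.07 ± 0.10 (SD, n = 6) after LPS and 10.07 ± 0.15 (SD, n = 6) after saline lie at the level of the influenza probes, and 2 of 6 LPS-injected birds lay below the saline mean.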

In MOS-fed hosts, innate immune responses after LPS challenge were principally mediated by *ZC3H15* down-regulation that enhanced macrophage activation. In VIRG hosts, however, intestinal *IL-3* and *TLR-3* up-regulations (Table 4) revealed higher LPS-induced inflammatory responses.

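In VIRG-fed birds, intestinal IL3 stood at 10.26 ± 0.14 (SD, n = 6) after LPS and 10.19 ± 0.13 (SD, n = 6) after saline, with a log2 difference of 0.054 (standard error 0.039, adjusted p = 0.855 from limma) and 3 of 6 LPS-injected birds above the saline mean. TLR3 had a log2 difference of 0.043 (standard error 0.027, adjusted p = 0.855 from limma) from a probe at the level of the influenza probes, and OAS*A 0.10 (standard error 0.11, adjusted p = 0.891). Probes of pro-inflammatory cytokines and chemokines were 11 above 0 and 8 below (adjusted p = 0.806 by fry), and those of Toll-like receptors 6 and 2 (adjusted p = 0.4663), with 0 and 0 past the test when adjusted over each list alone. By limma, 0 of 359 intestinal genes passed for LPS in VIRG-fed birds, with 23 at an unadjusted p under 0.05 (9 higher and 14 lower), 0 by a mixed model and 0 with spots as separate observations.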

**Table 3:** Genes identified as differentially expressed due to LPS within MOS-fed hosts^1^.

Gene	Gene symbol	Gene ID	Fold change	*P*-value	Gene regulation by LPS^2^
**Intestine**					
***Immune response***					
Interleukin 10	IL-10	428264	0.97	0.00343	−
Toll-like receptor 3	TLR3	422720	0.95	0.00024	−
Toll-like receptor 2 precursor	TLR2 -2	769014	0.96	0.00036	−
Zinc finger CCCH-type containing 15	ZC3H15	423992	0.95	0.00012	−
2′–5′-oligoadenylate synthetase A	OAS*A	395908	0.82	0.00000	−
Gallinacin-1 alpha	Gal-1	395841	0.96	0.00013	−
***Metabolism***					
Phosphopyruvate hydratase	ENO2	395689	0.93	0.00434	−
3-hydroxy-3-methylglutaryl-CoA reductase	HMGCR	395145	0.95	0.00338	−
***Others***					
Secreted protein acidic cysteine-rich	SPARC	386571	1.04	0.01425	+
Myosin, heavy chain 11, smooth muscle	MYH11	396211	1.10	0.00015	+
Actin alpha 2, smooth muscle, aorta	ACTA2	423787	0.94	0.00006	−
Myosin light polypeptide 9 regulatory	MYL9	396215	1.10	0.00006	+
Iron regulatory protein 1	IRP1	373916	1.04	0.01284	+
**Liver**					
***Immune response***					
Interleukin 13 Receptor Alpha 2	IL13RA2	422219	0.97	0.00431	−
Signal transducer and activator of transcription 2	STAT2	6773	1.07	0.00000	+
Putative CXCR1 isoform I and II (IL-8 receptor)	CXCR1	430652	0.93	0.00007	−
CD3 glycoprotein	CD3D	396518	0.98	0.04308	−
***Metabolism***					
UDP Glucose Pyrophosphorylase 2	UGP2	373900	1.00	0.00492	−
Enoyl-CoA hydratase	EHHADH	424877	1.10	0.00000	+
Protein phosphatase 1	PPP1R8	419564	1.06	0.00017	+
Phosphopyruvate hydratase	ENO2	395689	0.91	0.00000	−
ATP citrate synthase	CS	1431	1.07	0.00092	+
5′-AMP-activated protein kinase gamma-2	PRKAG2	420435	1.07	0.00001	+
***Others***					
Deiodinase Type 2	DIO2	373903	0.94	0.00134	−
Iroquois homeobox protein 1	IRX1	374185	1.09	0.00001	+
Endothelial PAS domain protein 1	EPAS1	395596	1.10	0.00033	+
Potassium voltage-gated channel shaker-related subfamily No 3	KCNA3	404303	1.13	0.00000	+
**Skeletal muscle**					
***Metabolism***					
6-phosphofructokinase (PFK-1)	PFKM	374064	0.95	0.00058	−
***Others***					
Atrial natriuretic factor precursor	NPPA	395765	1.03	0.00417	+

1 Hosts fed MOS: LPS-challenged v/s non-challenged controls; The complete raw data have been deposited in the Gene Expression Omnibus (GEO) database, www.ncbi.nlm.nih.gov/projects/geo (accession no. GSE28959).

2 +: up-regulated genes by LPS; −: down-regulated genes by LPS.

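EPAS1, a transcription factor of the response to low oxygen, stood at 10.46 ± 0.13 (SD, n = 5) in the liver of LPS-injected and 10.27 ± 0.15 (SD, n = 6) in that of saline-injected MOS-fed birds, a log2 difference of 0.16 (standard error 0.045, adjusted p = 0.416 from limma). Other liver entries of Table 3 had log2 differences of 0.14 (standard error 0.062) for STAT2, 0.18 (standard error 0.089) for EHHADH, 0.18 (standard error 0.070) for IRX1, 0.11 (standard error 0.043) for PPP1R8 and -0.12 (standard error 0.070) for CXCR1. With both birds of slide 6 left out these were 0.016, -0.030, -0.019, 0.015 and -0.031, and EPAS1 0.14. In the intestine, the log2 difference was 0.061 (standard error 0.027, adjusted p = 0.350 from limma) for SPARC, a collagen-binding protein, and 0.058 (standard error 0.027, adjusted p = 0.371) for IRP. All 29 entries of Table 3 have the printed sign here, which is no independent evidence since the study chose them on these samples. By limma 0 passed, with 13 at an unadjusted p under 0.05, 0 by a mixed model and 19 with spots as separate observations. The median size of the log2 difference over the 14 liver entries was 0.12, and 0.030 without both birds of slide 6, where 3 turned their sign.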

**Table 4:** Genes identified as differentially expressed due to LPS within antibiotic-fed hosts^1^.

Gene	Gene symbol	Gene ID	Fold change	*P*-value	Gene regulation by LPS^2^
**Intestine**					
***Immune response***					
Interleukin 3	IL-3	474356	1.04	0.00404	+
Toll-like receptor 3	TLR3	422720	1.03	0.01264	+
2′–5′-oligoadenylate synthetase A	OAS*A	395908	1.13	0.00000	+
***Metabolism***					
Phosphoenolpyruvate carboxykinase 1	PEPCK	396458	1.12	0.00002	+
Phosphopyruvate hydratase	ENO2	395689	0.94	0.01255	−
3-hydroxy-3-methylglutaryl-CoA reductase	HMGCR	395145	0.95	0.00369	−
***Others***					
Myosin, heavy polypeptide 7, cardiac muscle	MYH7	395350	1.03	0.04746	+
Myosin, heavy chain 11, smooth muscle	MYH11	396211	0.92	0.00094	−
Atrial natriuretic factor precursor	NPPA	395765	1.03	0.00679	+
Iron regulatory protein 1	IRP1	373916	0.96	0.02641	−
**Liver**					
***Metabolism***					
ATP citrate lyase	ACLY	395373	1.04	0.04584	+
Phosphopyruvate hydratase	ENO2	395689	1.05	0.00869	+
Malic enzyme 1	ME	374189	1.06	0.01385	+
ATP citrate synthase	CS	1431	0.96	0.03024	−
**Skeletal muscle**					
***Metabolism***					
6-phosphofructokinase (PFK-1)	PFKM	374064	0.95	0.00246	−
***Others***					
Atrial natriuretic factor precursor	NPPA	395765	1.03	0.00416	+

1 Hosts fed antibiotic (VIRG): LPS-challenged v/s non-challenged controls; The complete raw data have been deposited in the Gene Expression Omnibus (GEO) database, www.ncbi.nlm.nih.gov/projects/geo (accession no. GSE28959).

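In the intestine of VIRG-fed birds, the smooth muscle myosin MYH11 had a log2 difference between LPS and saline of -0.11 (standard error 0.043, adjusted p = 0.642 from limma), the hormone precursor NPPA 0.053 (standard error 0.030, adjusted p = 0.855) and the iron regulatory protein IRP -0.053 (standard error 0.027, adjusted p = 0.824). Of the 16 entries of Table 4 all 16 have the printed sign here, and by limma 0 passed, with 2 at an unadjusted p under 0.05, 0 by a mixed model and 1 with spots as separate observations.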

2 +: up-regulated genes by LPS; −: down-regulated genes by LPS.

### LPS mobilized energy differently within MOS and antibiotic chicken groups

To further evidence that MOS reduced innate immune responses, here we report that LPS failed to induce gluconeogenesis or any other major nutrient mobilization processes among MOS-fed hosts (Table 3). 

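In MOS-fed birds, intestinal PEPCK stood at 10.76 ± 0.12 (SD, n = 6) after LPS and 10.76 ± 0.091 (SD, n = 6) after saline, with a log2 difference of -0.017 (standard error 0.034, adjusted p = 0.889 from limma). Of 4 gluconeogenesis genes in the intestine 3 lay above 0 and 1 below (median 0.021, adjusted p = 0.645 by fry), and in the liver 2 and 2 (median 0.044, adjusted p = 0.903). Glycolytic probes in the intestine were 10 above 0 and 9 below (adjusted p = 0.912). In the liver, genes of fatty acid synthesis were 2 above 0 and 2 below (adjusted p = 0.966) and probes of fatty acid oxidation 5 and 3 (adjusted p = 0.809). When adjusted over each of these lists alone, no gene passed.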

Previously, however, we observed increased intestinal gluconeogenesis due to LPS in the absence of MOS (Table 1). These results, together with reduced liver glucose uptake mediated by *DIO2* down-regulation and *KCNA3* up-regulation, led us to believe that liver glucose levels were sufficiently high to meet the host's energy demands. However, reduced glycolytic activities, due to *ENO2* down-regulation, demonstrated that liver glucose levels were abnormally low. 

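In the liver of MOS-fed birds, DIO2 had a log2 difference between LPS and saline of -0.088 (standard error 0.045, adjusted p = 0.456 from limma), with 2 of 5 LPS-injected birds below the saline mean. KCNA3, the potassium channel, stood at 10.40 ± 0.69 (SD, n = 5) after LPS and 10.18 ± 0.29 (SD, n = 6) after saline, a log2 difference of 0.25 (standard error 0.12, adjusted p = 0.456 from limma) with 1 of 5 LPS-injected birds above the saline mean. When both birds of slide 6 were left out, the log2 differences were -0.051 for DIO2 and -0.023 for KCNA3.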

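Liver ENO2 had a log2 difference between LPS-injected and saline-injected MOS-fed birds of -0.11 (standard error 0.075, adjusted p = 0.537 from limma), a 0.93-fold level, with 3 of 5 LPS-injected birds below the saline mean. It was -0.021 without both birds of slide 6. Among 19 glycolytic probes 11 lay above 0 and 8 below (median 0.00055, adjusted p = 0.903 by fry, 0 past the test when adjusted over the list alone).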

Intriguingly, despite reduced glycolysis, we observed up-regulation of the gene for ATP citrate synthase (CS), which catalyzes citrate synthesis from acetyl Co-A and oxaloactetate. Given that citrate is the key regulatory substrate of the TCA cycle, our results indicated that host's energy demands were likely met mainly via the TCA cycle. 

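CS, the citrate synthase that opens the TCA cycle, stood at 10.88 ± 0.42 (SD, n = 5) in the liver of LPS-injected and 10.61 ± 0.31 (SD, n = 6) in that of saline-injected MOS-fed birds. The log2 difference was 0.15 (standard error 0.10, adjusted p = 0.498 from limma), a 1.11-fold level, with 4 of 5 LPS-injected birds above the saline mean, and 0.082 without both birds of slide 6. Of the 9 genes of the TCA cycle, 6 lay above 0 and 3 below (median 0.012, adjusted p = 0.903 by fry), and 0 passed when adjusted over the list alone. From lower ENO2 and higher CS, the paper reasons that liver glucose was low and that citrate was made instead, and proposes that the TCA cycle met most of the energy demand.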

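UGP2, which makes the UDP-glucose used for glycogen, has 2 probes, with liver log2 differences between LPS and saline in MOS-fed birds of -0.12 (standard error 0.061, adjusted p = 0.456 from limma) and -0.0041 (standard error 0.016). PRKAG2, the AMPK subunit, had a log2 difference of 0.12 (standard error 0.056, adjusted p = 0.456 from limma), with 1 of 5 LPS-injected birds above the saline mean. When slide 6 was left out, values were -0.067 for the former UGP2 probe and 0.0097 for PRKAG2. Probes of glycogen metabolism were 3 above 0 and 8 below (adjusted p = 0.903 by fry), and 0 passed when adjusted over the list alone.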

We also observed that glucose utilization for energy caused down-regulation of *UDP glucose pyrophosphorylase 2* (*UGP2*), which reduces liver glycogen synthesis [36], whereas *PRKAG2* up-regulation repressed fatty acid and cholesterol biosynthesis. 

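In the intestine of MOS-fed birds, MYH11, the heavy chain of smooth muscle myosin, stood at 10.38 ± 0.13 (SD, n = 6) after LPS and 10.28 ± 0.16 (SD, n = 6) after saline, a log2 difference of 0.13 (standard error 0.043, adjusted p = 0.283 from limma). MYL9, its regulatory light chain, had a log2 difference of 0.13 (standard error 0.039, adjusted p = 0.283 from limma), with 5 of 6 LPS-injected birds above the saline mean. ACTA2, the actin of smooth muscle, had -0.084 (standard error 0.045, adjusted p = 0.437) from a probe at the level of the influenza probes. Of 6 smooth muscle genes, 4 lay above 0 and 2 below (median 0.043, adjusted p = 0.241 by fry), with 2 past the test when adjusted over the list alone, both of them picked by the study on these samples. The list passed, with genes higher on balance, without MOS saline bird 4 (adjusted p = 0.0290).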

Finally, MOS down-regulated the gene for α-actin 2 in intestinal smooth muscles (ACTA2) that reduced intestinal contractions [37], whereas *MYH11* and *MYL9* were up-regulated. Down-regulation of *HMGCR* repressed intestinal cholesterol synthesis.

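PEPCK, the gluconeogenic enzyme, stood at 10.81 ± 0.18 (SD, n = 6) in the intestine of LPS-injected and 10.74 ± 0.17 (SD, n = 6) in that of saline-injected VIRG-fed birds. This gave a log2 difference of 0.15 (standard error 0.034, adjusted p = 0.0784 from limma), a 1.11-fold level, with the LPS-injected bird higher on 2 of the 2 slides that carry both groups and 4 of 6 above the saline mean. It passed with the slide as a fixed term (adjusted p = 0.0225), with the median of the spots (0.0353), with the dimmest 25% of probes left out (0.0391), and without VIRG LPS bird 3 (0.0478), VIRG saline bird 3 (0.0408) or VIRG saline bird 6 (0.0405), in a range of 0.0225 to 0.938 over the settings with birds as replicates. The 4 gluconeogenesis genes were 3 above 0 and 1 below (median 0.0085, adjusted p = 0.446 by fry), and 1 passed when adjusted over the list alone. By the paper's RT-qPCR, intestinal PEPCK was also higher after LPS in VIRG-fed birds.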

Contradictorily, despite VIRG supplementation, LPS challenge profoundly increased gluconeogenesis, as indicated by *PEPCK* up-regulation in the intestines (Table 4). 

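In the intestine of VIRG-fed birds, the slow myosin MYH7 had a log2 difference between LPS and saline of 0.044 (standard error 0.036, adjusted p = 0.855 from limma), with 3 of 6 LPS-injected birds above the saline mean. ENO2, an enolase, had a log2 difference of -0.075 (standard error 0.052, adjusted p = 0.855 from limma), with 3 of 6 birds below the saline mean. Of 19 glycolytic probes 5 lay above 0 and 14 below (median -0.027, adjusted p = 0.330 by fry, 0 past the test when adjusted over the list alone). With camera at a preset correlation this list had an adjusted p = 0.0369, and an adjusted p = 0.0908 with an estimated correlation. Genes of the TCA cycle were 1 above 0 and 8 below (adjusted p = 0.389 by fry, 0 when adjusted over the list alone).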

Evidently, *MYH7* was up-regulated whereas *ENO2* and *HMGCR* were down-regulated to suppress intestinal glycolysis and cholesterol synthesis, respectively. But, high glucose influx into the liver increased glycolytic activities through *ENO2* up-regulation. Therefore, glucose metabolites were most increasingly utilized in TCA cycle for energy generation. 

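In the liver of VIRG-fed birds, ENO2 stood at 10.73 ± 0.34 (SD, n = 5) after LPS and 10.71 ± 0.084 (SD, n = 4) after saline, a log2 difference of 0.035 (standard error 0.090, adjusted p = 0.991 from limma) with 2 of 5 LPS-injected birds above the saline mean. It was 0.015 without both birds of slide 7, and without both birds of slide 6 0.067. Glycolytic probes were 14 above 0 and 5 below (adjusted p = 0.903 by fry), and 0 passed when adjusted over the list alone. By limma, 0 of 359 liver genes passed for LPS in VIRG-fed birds, with 10 at an unadjusted p under 0.05 (4 higher and 6 lower), 0 by a mixed model and 4 with spots as separate observations.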

Surprisingly, *CS* was down-regulated and citrate was instead utilized in fatty acid biosynthesis, as demonstrated by increased expressions of genes for ATP citrate lyase (ACLY), which catalyzes citrate cleavage into acetyl Co-A and oxaloacetate [38], [39], ME and fatty acid synthetase (FAS; as shown in Figure 1A). 

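ACLY, which splits citrate into acetyl-CoA for fatty acid synthesis, had a liver log2 difference between LPS and saline in VIRG-fed birds of 0.078 (standard error 0.058, adjusted p = 0.991 from limma), and ME, a source of NADPH, 0.18 (standard error 0.088, adjusted p = 0.991), with 4 and 3 of 5 LPS-injected birds above the saline mean. The citrate synthase CS had a log2 difference of -0.037 (standard error 0.12, adjusted p = 0.991 from limma). For ACLY, ME and CS the log2 differences were 0.073, 0.15 and -0.063 without both birds of slide 6 and 0.12, 0.28 and 0.013 without both birds of slide 7, where CS turned its sign. Of 4 genes of fatty acid synthesis 3 lay above 0 and 1 below, with a median log2 difference of 0.076 (adjusted p = 0.809 by fry, 0 past the test when adjusted over the list alone), and TCA cycle genes were 2 above and 7 below (adjusted p = 0.944). These values rest on 5 LPS-injected and 4 saline-injected birds, of which a single slide carries one of each. From higher ACLY and ME, lower CS and higher FAS by RT-qPCR, the paper reasons that citrate went into fatty acids in LPS-injected VIRG-fed birds. Its RT-qPCR also gave higher ACLY and ME, and its liver assays lower citrate and higher pyruvate after LPS in these birds.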

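In breast muscle, PFKM, a control point of glycolysis, had a log2 difference between LPS and saline of -0.080 (standard error 0.048, adjusted p = 0.999 from limma) in MOS-fed and -0.070 (standard error 0.048, adjusted p = 0.924) in VIRG-fed birds, with 6 and 4 of 6 LPS-injected birds below the saline mean. NPPA, the precursor of a hormone that widens vessels, had log2 differences of 0.043 (standard error 0.022, adjusted p = 0.999 from limma) in MOS-fed and 0.037 (standard error 0.022, adjusted p = 0.924) in VIRG-fed birds, with 4 and 5 of 6 above. By limma, 0 of 359 muscle genes passed for LPS within MOS-fed or within VIRG-fed birds, with 12 and 14 at an unadjusted p under 0.05, 0 and 0 by a mixed model and 0 and 0 with spots as separate observations.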

*PFKM* down-regulation and *NPPA* up-regulation occurred in muscle tissues of both MOS- and VIRG-fed hosts.

**Figure 1:**
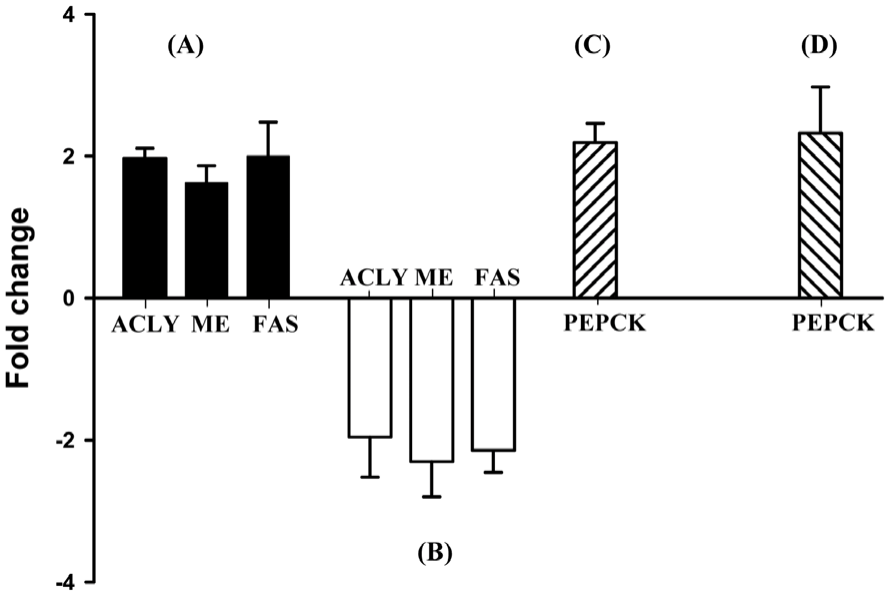
RT-qPCR validation of microarray data. LPS up-regulated liver *ACLY*, *ME* and *FAS* among VIRG-fed hosts (*A*). But, LPS down-regulated these genes in MOS- than VIRG-fed host (*B*). Intestinal *PEPCK* was up-regulated among control hosts fed MOS (*C*), and by LPS among VIRG-fed hosts (*D*). Data are presented as mean ± SEM (*n* = 6). *, *P*<0.01 by Scheffe's *t* test.

### MOS increased innate immune responses in LPS-challenged chickens

In comparisons to LPS-challenged hosts fed VIRG, the additive immune stimulatory effects of LPS and MOS significantly increased innate immune responses as demonstrated by intestinal *IL-3* up-regulation, and down-regulation of *IL-10* and *ZC3H15* (Table 5). But, *TLR-3*, the corresponding receptor to IL-3, was repressed in the intestines. 

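Among LPS-injected birds, intestinal IL3 had a log2 difference between MOS and VIRG of 0.045 (standard error 0.039, adjusted p = 0.763 from limma), with 2 of 6 MOS-fed birds above the VIRG mean. IL10, which dampens inflammation, had a log2 difference of -0.058 (standard error 0.024, adjusted p = 0.658 from limma) and ZC3H15 -0.064 (standard error 0.038, adjusted p = 0.716), with 4 and 5 of 6 MOS-fed birds below the VIRG mean and both probes at the level of the influenza probes. Of 19 probes of pro-inflammatory cytokines and chemokines 3 lay above 0 and 16 below (median -0.011, adjusted p = 0.541 by fry), and of 4 of anti-inflammatory and Th2 cytokines 1 and 3 (adjusted p = 0.541), with 0 and 0 past the test when adjusted over each list alone. For MOS against VIRG in LPS-injected birds, limma called 0 of 359 intestinal genes, with 24 at an unadjusted p under 0.05 (5 higher and 19 lower), 0 by a mixed model and 5 with spots as separate observations.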

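TLR3, the receptor for double-stranded RNA, stood at 10.10 ± 0.078 (SD, n = 6) on MOS and 10.14 ± 0.14 (SD, n = 6) on VIRG in the intestine of LPS-injected birds, at the level of the influenza probes, with a log2 difference of -0.064 (standard error 0.027, adjusted p = 0.658 from limma). OAS*A, an antiviral enzyme that the same viral RNA activates, had the largest log2 difference of the 359 genes at -0.30 (standard error 0.11, adjusted p = 0.599 from limma), a 0.81-fold level, with 5 of 6 MOS-fed birds below the VIRG mean. Toll-like receptor probes were 2 above 0 and 6 below (adjusted p = 0.330 by fry), and genes of the interferon response 5 and 10 (adjusted p = 0.398), with 0 and 0 past the test when adjusted over each list alone.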

*STAT2* was up-regulated in the liver.

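Liver STAT2 stood at 10.25 ± 0.39 (SD, n = 5) in MOS-fed and 10.06 ± 0.034 (SD, n = 5) in VIRG-fed birds after LPS, a log2 difference of 0.089 (standard error 0.063, adjusted p = 0.669 from limma) with 4 of 5 MOS-fed birds above the VIRG mean. Without both birds of slide 6, whose LPS bird reached 10.95, the log2 difference was 0.014. All other livers had a median STAT2 level of 10.04, within the range of the influenza probes. By limma, 0 of 359 liver genes passed between the diets after LPS, with 35 at an unadjusted p under 0.05 (19 higher and 16 lower), 0 by a mixed model and 13 with spots as separate observations.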

**Table 5:** Genes identified as differentially expressed due to LPS between MOS- and antibiotic-fed hosts^1^.

Gene	Gene symbol	Gene ID	Fold change	*P*-value	Gene regulation by MOS^2^
**Intestine**					
***Immune response***					
Interleukin 3	IL-3	474356	1.03	0.00871	+
Interleukin 10	IL-10	428264	0.96	0.00028	−
Toll-like receptor 3	TLR3	422720	0.96	0.00053	−
Zinc finger CCCH-type containing 15	ZC3H15	423992	0.96	0.00100	−
2′–5′-oligoadenylate synthetase A	OAS*A	395908	0.84	0.00000	−
Gallinacin-1 alpha	Gal-1	395841	0.98	0.03227	−
***Others***					
Actin alpha 2 smooth muscle aorta	ACTA2	423787	0.94	0.00017	−
Heat shock 10 kDa protein 1	HSPE1	395948	0.92	0.00756	−
**Liver**					
***Immune response***					
Signal transducer and activator of transcription 2	STAT2	6773	1.03	0.02089	+
***Metabolism***					
UDP Glucose Pyrophosphorylase 2	UGP2	373900	0.92	0.00009	−
ATP citrate lyase	ACLY	395373	0.93	0.00017	−
Phosphopyruvate hydratase	ENO2	395689	0.91	0.00000	−
Malic enzyme 1	ME1	374189	0.92	0.00012	−
ATP citrate synthase	CS	1431	1.11	0.00000	+
5′-AMP-activated protein kinase gamma-2	PRKAG2	420435	1.05	0.00290	+
***Others***					
Iroquois homeobox protein 1	IRX1	374185	1.06	0.00268	+
Endothelial PAS domain protein 1	EPAS1	395596	1.09	0.00158	+
Potassium voltage-gated channel shaker-related subfamily No 3	KCNA3	404303	1.07	0.00045	+
**Skeletal muscle**					
***Others***					
NK2 transcription factor related locus 5	NKX2-5	396073	1.14	0.00000	+

1 LPS-challenged hosts: MOS-fed chickens v/s VIRG-fed chickens; The complete raw data have been deposited in the Gene Expression Omnibus (GEO) database, www.ncbi.nlm.nih.gov/projects/geo (accession no. GSE28959).

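In the liver of LPS-injected birds, EPAS1, of the response to low oxygen, had a log2 difference between MOS and VIRG of 0.12 (standard error 0.046, adjusted p = 0.492 from limma) and the homeobox factor IRX1 0.11 (standard error 0.071, adjusted p = 0.669), or 0.11 and 0.013 without both birds of slide 6. In the intestine, log2 differences were -0.029 (standard error 0.017) for Gal-1 and -0.080 (standard error 0.045) for ACTA2, both at the level of the influenza probes. NKX2-5, a factor of muscle development, stood at 10.81 ± 0.42 (SD, n = 6) on MOS and 10.55 ± 0.42 (SD, n = 6) on VIRG in breast muscle, a log2 difference of 0.20 (standard error 0.12, adjusted p = 0.968 from limma). All 19 entries of Table 5 have the printed sign here, and by limma 0 passed, with 7 at an unadjusted p under 0.05, 0 by a mixed model and 13 with spots as separate observations. In muscle, limma called 0 of the 359 genes between the diets after LPS, with 7 at an unadjusted p under 0.05, 0 by a mixed model and 1 with spots as separate observations. Over the 10 liver entries of Table 5 the median size of the log2 difference was 0.13, and 0.066 without both birds of slide 6.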

2 +: up-regulated genes by MOS; −: down-regulated genes by MOS.

### MOS mobilized energy differently than antibiotic in LPS-challenged chickens

Despite increased immune responses in LPS-challenged hosts fed MOS, these chickens faced no detrimental nutrient mobilization processes when compared to LPS-injected hosts fed VIRG. Intestinal gluconeogenesis did not occur although newly-synthesized proteins were deactivated by *HSPE1* down-regulation (Table 5). 

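HSPE1, a chaperone of mitochondria, stood at 10.51 ± 0.21 (SD, n = 6) on MOS and 10.57 ± 0.22 (SD, n = 6) on VIRG in the intestine after LPS, a log2 difference of -0.11 (standard error 0.059, adjusted p = 0.679 from limma) with 2 of 6 MOS-fed birds below the VIRG mean. Intestinal PEPCK had a log2 difference between MOS and VIRG after LPS of -0.032 (standard error 0.034, adjusted p = 0.809 from limma). The 4 gluconeogenesis genes were 3 above 0 and 1 below (median 0.021, adjusted p = 0.794 by fry), and 0 passed when adjusted over the list alone.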

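CS, the entry enzyme of the TCA cycle, had a liver log2 difference between MOS-fed and VIRG-fed LPS-injected birds of 0.20 (standard error 0.10, adjusted p = 0.525 from limma), a 1.15-fold level, with 3 of 5 MOS-fed birds above the VIRG mean and 0.16 without both birds of slide 6. Genes of the TCA cycle were 5 above 0 and 4 below (median 0.014, adjusted p = 0.832 by fry), and 0 passed when adjusted over the list alone.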

Again, our results about *CS* up-regulation demonstrate that energy was essentially derived from increasingly synthesized citrate in the liver. Under the effects of LPS, MOS repressed glycogen synthesis by down-regulating *UGP2*; glycolysis by down-regulating *ENO2*; fatty acids biosynthesis by down-regulating *ACLY*, *ME* and *FAS* (Table 5 and Figure 1B); and cholesterol biosynthesis by up-regulating *PRKAG2*. 

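In the liver of LPS-injected birds, all 4 genes of fatty acid synthesis on the array had log2 differences below 0 for MOS against VIRG, with a median of -0.082 (adjusted p = 0.580 by fry). ACLY, which supplies acetyl-CoA, had a log2 difference of -0.14 (standard error 0.049, adjusted p = 0.492 from limma), a 0.91-fold level, and ME, which supplies NADPH, -0.16 (standard error 0.075, adjusted p = 0.492), with 5 and 3 of 5 MOS-fed birds below the VIRG mean. When adjusted over the list alone 1 of them passed, on genes of which the study picked ACLY and ME on these samples. UGP2, of glycogen synthesis, had a log2 difference of -0.13 (standard error 0.062, adjusted p = 0.492 from limma) from the probe that the paper's table matches, and ENO2, of glycolysis, -0.088 (standard error 0.076, adjusted p = 0.724), or -0.10 and -0.032 without both birds of slide 6. PRKAG2, of the energy sensor AMPK, had 0.086 (standard error 0.057, adjusted p = 0.669 from limma), or 0.020 without both birds of slide 6. Glycolytic probes were 6 above 0 and 13 below (median -0.021, adjusted p = 0.580 by fry) and probes of glycogen metabolism 4 and 7 (adjusted p = 0.944), with 0 and 0 past the test when adjusted over each list alone. The paper reasons from lower UGP2, ENO2, ACLY and ME, lower FAS by RT-qPCR and higher PRKAG2. It concludes that MOS repressed glycogen, glycolytic and fatty acid pathways, among others, under LPS. Its RT-qPCR also gave lower ACLY and ME, and its liver assays higher citrate and lower pyruvate on MOS than on VIRG.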

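KCNA3, a potassium channel, had a liver log2 difference between MOS-fed and VIRG-fed LPS-injected birds of 0.16 (standard error 0.12, adjusted p = 0.670 from limma), with 5 of 5 MOS-fed birds above the VIRG mean. A single MOS LPS bird, on slide 6, carries the difference, which was 0.0016 without both birds of that slide.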

Liver *KCNA3* was up-regulated in the absence of high glucose influx. Indeed, these findings are very similar to those observed when comparing MOS-fed hosts in the LPS-challenged and non-challenged control groups.

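Across the 359 genes, log2 differences of LPS against saline in MOS-fed birds and of MOS against VIRG in LPS-injected birds had a Pearson r of 0.78 in the intestine, 0.71 in the liver and 0.34 in muscle, where genes are not independent replicates. In the liver, KCNA3, CS, STAT2 and PRKAG2 had log2 differences above 0 in both comparisons, and ENO2 and UGP2 below 0 in both. In the intestine, OAS*A, TLR3, IL10 and ZC3H15 were below 0 in both. Both comparisons contain the MOS LPS birds, so a bird of this group moves both at once. With the birds of a tissue divided at random into groups of the same sizes, r had a median of 0.47, 0.57 and 0.52, and was as high as the real one in 9, 28 and 79 of 100 divisions. With one part of the MOS LPS birds used for one comparison and the rest for the other, the median r over all such partitions was 0.087, -0.058 and -0.31.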

### Real-time quantitative PCR and liver metabolite measurements

To confirm our microarray data, we performed quantitative RT-qPCR analysis on three differentially expressed genes, and measured concentrations of specific liver metabolites. Figure 1 and Tables 2, 4 and 5 show that *PEPCK*, *ACLY* and *ME* expression patterns correlated strongly with microarray results. Moreover liver citrate and pyruvate levels were in agreement with gene expression results (Figure 2). 

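The array levels of liver ACLY were 10.55 ± 0.20 (SD, n = 5) in VIRG LPS birds, 10.38 ± 0.16 (SD, n = 4) in VIRG saline birds and 10.44 ± 0.095 (SD, n = 5) in MOS LPS birds. Those of ME were 10.48 ± 0.34 (SD, n = 5), 10.32 ± 0.15 (SD, n = 4) and 10.44 ± 0.17 (SD, n = 5) in the same groups. On the array the LPS effect in MOS-fed minus that in VIRG-fed birds was -0.13 (standard error 0.071, adjusted p = 0.779 from limma) for ACLY and -0.14 (standard error 0.11, adjusted p = 0.779) for ME on the log2 scale. The array carries no probe for fatty acid synthase, and its FAS probe is for the death receptor of that name. No RT-qPCR values are among the data analysed here, so only the array side can be given.

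**Figure D4:**
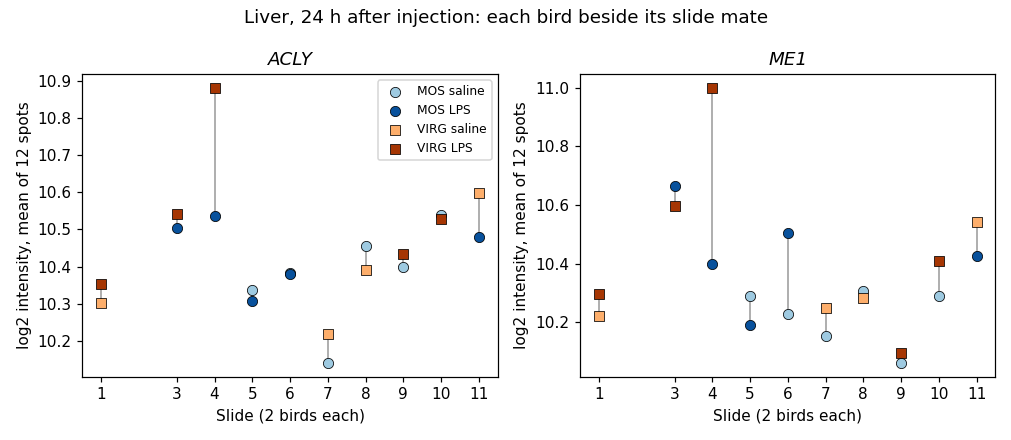
Log2 intensity (mean of the 12 spots) of ACLY and ME1 in the liver of each bird by slide, with birds of one slide joined by a line, circles for MOS, squares for VIRG, light symbols for saline and dark symbols for LPS. Dark squares (VIRG LPS) average 10.55 for ACLY and 10.48 for ME1, and light squares (VIRG saline) 10.38 and 10.32.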

*FAS*, not present on the array utilized in this study, expression (Figure 1) was determined by RT-qPCR. All RT-qPCR efficiency (E) values were in between 93 to 100%.

**Figure 2:**
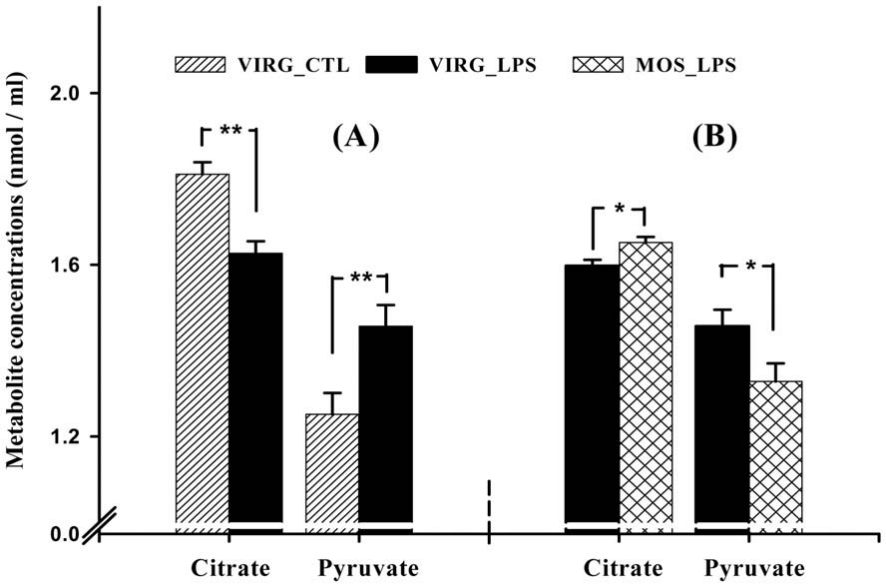
Concentrations of liver metabolites. Among VIRG-fed hosts, LPS reduced liver citrate, but increased pyruvate levels (*A*). However, higher citrate and lower pyruvate levels were observed in liver of LPS-challenged hosts fed MOS than VIRG (*B*). Data are presented as mean ± SEM (*n* = 6). *, *P*<0.05, **, *P*<0.01 by Scheffe's *t* test.

## Discussion

Molecular events underlying late inflammation and subsequently nutrient mobilization, in response to pathogens or antigens, are still not clear. Interestingly, at 24 h post-LPS challenge, microarray results revealed that innate immune responses were principally mediated by IL-3, a pro-inflammatory cytokine that has received little scientific investigations, together with other innate immune mediators (Table 1). Few studies reported IL-3 as playing key roles in linking innate and adaptive immunity. IL-3 is critical for the differentiation of monocytes into dendritic cells, and contributes in proliferation and survival of dendritic cells [40]; dendritic cells are involved in Th cell response. While *IL-1* and *IL-6* were consistently up-regulated during intense inflammatory responses in poultry [41] and mice [42], here we report that these pro-inflammatory cytokines were not differentially expressed during late inflammation. These results evidenced that inflammation is a time-dependent biological immune reaction, regulated by different immune mediators. Most interestingly, our results revealed that dietary MOS modulated innate immune responses and nutrient metabolisms differently than VIRG.

Our finding that MOS increased immune responses of non-challenged control hosts, but here principally mediated by intestinal IL-3, is consistent with published data [43]-[45], thereby revealing its inherent immune-stimulatory properties. Although the mechanism by which MOS inherently stimulates immunity is unclear, it may be associated with the antigenic properties of yeast cell walls. In contrast, VIRG did not confer such immune stimulatory effects because antibiotics lack antigenic properties. During immune stimulation, an energy-demanding biological process, and the consequential reduction in feed intake, the host's metabolic activities were coordinately regulated to increase energy availability for metabolism. Liver gluconeogenesis, involving muscle catabolism, usually occurs during intense inflammation and starvation [12]. However, here, we observed that gluconeogenesis occurred only in the intestines. Additionally, during the process of glucose synthesis, the preferential utilization of amino acids from ingested feed spared skeletal muscle catabolism. Glucose, mobilized to the liver, was then rapidly metabolized via increased glycolytic activities to meet host's elevated energy demands during the inflammatory response (summarized in Figure 3). Nevertheless, as previously reported [6], [46], MOS's immune-stimulatory effects did not profoundly mobilize glucose and had no detrimental effects on feed intake or growth.

**Figure 3:**
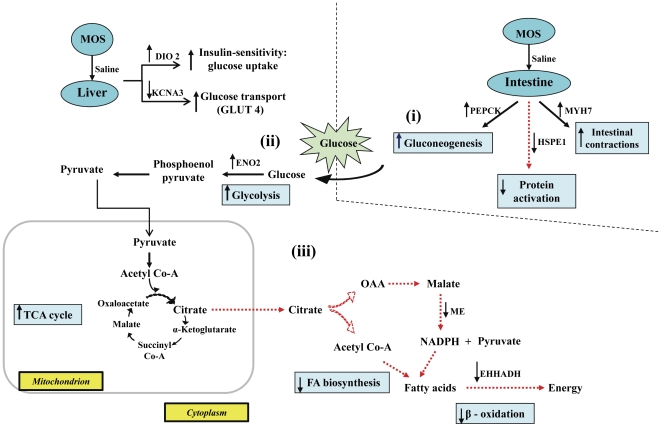
Schematic illustration of the effects of MOS versus VIRG on glucose metabolism in control hosts. (i) MOS increased intestinal gluconeogenesis by up-regulating *PEPCK*; (ii) the high glucose influx into the liver was rapidly metabolized by glycolysis as mediated by *ENO2* up-regulation; (iii) TCA-derived energy from glycolytic substrates, down-regulated *ME* and *EHHADH* which reduced fatty acid synthesis and β-oxidation, respectively.

Both LPS and MOS triggered elevated innate immune responses and glucose mobilization. However, our results that none of the pro-inflammatory cytokines were up-regulated due to continual MOS intake followed by LPS challenge (Tables 3 and S1, S2, S3) revealed that MOS counteracted LPS's detrimental effects on immunity. We also observed that energy demands of hosts fed MOS were sufficiently met by increased TCA cycle-derived energy. Contrastingly, VIRG failed to counteract or reduce LPS's inflammatory effects, as indicated by increased *IL-3* expression (Table 4). The higher energy demands of VIRG hosts necessitated glucose mobilization through intestinal gluconeogenesis and increased liver glycolytic activities. Based on these findings, we conclude that dietary MOS helped terminate LPS-induced inflammation earlier than VIRG. This beneficial effect of MOS may be explained by its inherent immune-stimulatory properties that caused mild immune stimulation, thereby ‘arming’ the body's defense mechanisms to rapidly and efficiently clear the endotoxin.

However, increased TCA activities surprisingly occurred among hosts fed MOS despite their reduced glycolytic activities. Although fatty acid and cholesterol synthesis genes are coordinately down-regulated during LPS-triggered systemic inflammation [47], we observed increased liver *de novo* fatty acid synthesis among hosts fed VIRG despite increased intestinal gluconeogenesis and liver glycolysis. Generally, fatty acid synthesis, which converts excess energy into energy reserves, occurs only when dietary carbohydrate intake exceeds immediate energy requirements. But, we observed a reduction in feed intake due to LPS challenge. Because inflammation is a dynamic biological immune reaction, molecular events at 24 h post-LPS challenge are a consequence of earlier immunological events. To help explain these apparently conflicting observations, we will briefly consider nutrient mobilization during intense inflammation. Whereas glycogenolysis and gluconeogenesis are frequently reported during intense inflammation, significant mobilization and catabolism of glucose may have significantly increased liver glucose and its glucose metabolites, including acetyl Co-A, pyruvate and citrate, levels in both MOS- and VIRG-fed hosts. In the absence of innate immune responses at 24 h post-LPS challenge, increased activity of CS, a key enzyme involved in TCA cycle, revealed that energy demands of MOS-fed hosts were mainly derived from liver glucose/glucose metabolites that accumulated earlier. Evidently, intestinal gluconeogenesis and liver glycolysis were not necessary and repressed (summarized in Figure 4).

**Figure 4:**
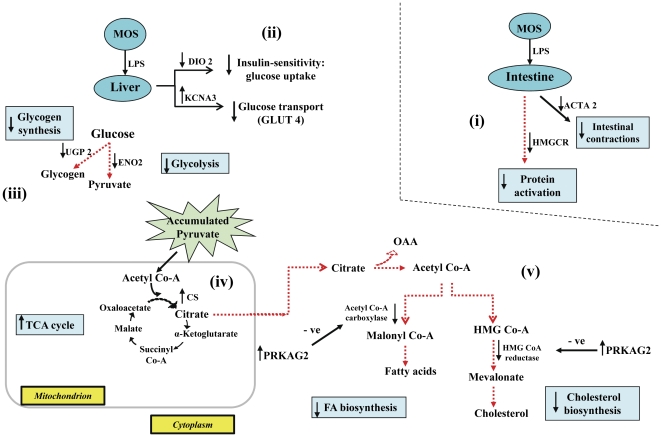
Schematic illustration of MOS effects on glucose metabolism between control and LPS-challenged hosts. (i) LPS triggered no major intestinal metabolic activities; (ii) in absence of glucose mobilization, liver glucose uptake and transport were repressed by *DIO2* down-regulation and *KCNA3* up-regulation, respectively; (iii) glycolysis and glycogen synthesis were coordinately reduced by *ENO2* and *UGP2* down-regulation, respectively; (iv) *CS* up-regulation increased TCA-derived energy from high liver pyruvate; (v) *PRKAG2* up-regulation inhibited fatty acid and cholesterol biosynthesis.

In VIRG-fed hosts, however, elevated innate immune responses at 24 h post-LPS challenge required higher energy. Insufficient energy derived from accumulated liver glucose/glucose metabolites necessitated further glucose mobilization and catabolism through intestinal gluconeogenesis and liver glycolysis, respectively. However, as evidenced by *ACLY* up-regulation, exceptionally high liver citrate levels, which accumulated during intense inflammation, triggered *CS* down-regulation. Citrate is well recognized as a potent allosteric negative-feedback inhibitor of CS activity and plays a crucial role in liver metabolic activities. Evidently, to rapidly catabolize and deplete the accumulated liver cytosolic citrate after its efflux from the mitochondria where it is synthesized, (i) *ACLY* up-regulation generated high acetyl Co-A levels, (ii) *ME* up-regulation increased liver NADPH concentrations, (iii) whereas *FAS* up-regulation synthesized palmitate, the major fatty acid that ultimately yields long fatty acid chains, from acetyl Co-A, NADPH and malonyl Co-A, which is synthesized from acetyl Co-A by acetyl Co-A carboxylase (summarized in Figure 5). ACLY, ME and FAS are key lipogenic enzymes that convert liver cytoplasmic citrate into fatty acids. The preferential acetyl Co-A and NADPH utilization in *de novo* fatty acid biosynthesis mediated by *ACLY*, *ME* and *FAS* up-regulations is consistent with published reports [48]. In previously fasted and refed rats and chickens, increased liver lipogenesis was also mediated by *ACLY*, *ME* and *FAS* up-regulations [49], [50]. While increased glucose mobilization and decreased fatty acid synthesis have frequently been reported during intense inflammation [47], [51], here we report that the liver rapidly metabolized citrate into fatty acids to restore its citrate homoeostatic level during late inflammation in addition to glucose mobilization for body energy requirements.

**Figure 5:**
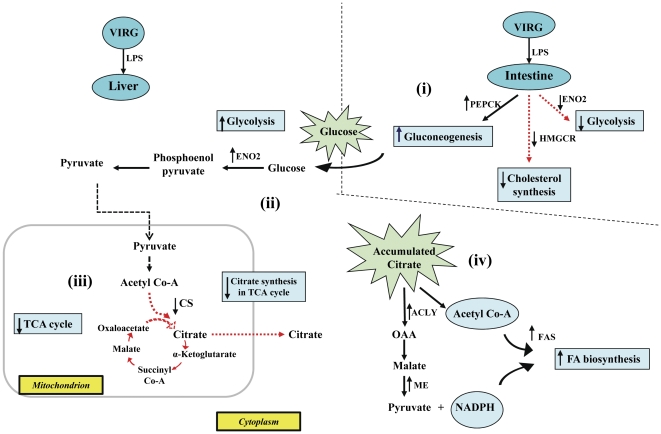
Schematic illustration of VIRG effects on glucose metabolism between control and LPS-challenged hosts. (i) LPS increased intestinal gluconeogenesis by up-regulating *PEPCK*; (ii) mobilized glucose increased liver glycolytic activities through *ENO2* up-regulation; (iii) *CS* down-regulation reduced utilization of glycolytic substrates by the TCA cycle for energy; (iv) *ACLY*, *ME* and *FAS* up-regulations increased liver fatty acid biosynthesis from high liver citrate.

In agreement with O'Hea and Leveille [52], we observed that livers in chickens derived most of the NADPH required for fatty acid synthesis from the ME reaction, whereas livers in rats obtained about 65% of NADPH from the pentose phosphate pathway [53]. Collectively, these findings indicate that significantly more glucose was mobilized from the intestine and more glucose metabolites accumulated in the liver of VIRG hosts during the period of intense inflammation than MOS-fed hosts, and that VIRG failed to terminate innate immune responses earlier. But, when challenged with LPS, we observed an elevation in innate immune responses, principally mediated by intestinal IL-3, among hosts fed MOS than VIRG. Although these results were not surprising considering the additive immune-stimulatory effects of MOS and LPS, no major nutrient mobilization processes occurred among LPS-challenged hosts fed MOS (summarized in Figure 6). TCA-derived energy from high liver glucose and glucose metabolites which accumulated earlier than 24 h of LPS challenge was sufficient to meet energy demands of the hosts fed MOS.

**Figure 6:**
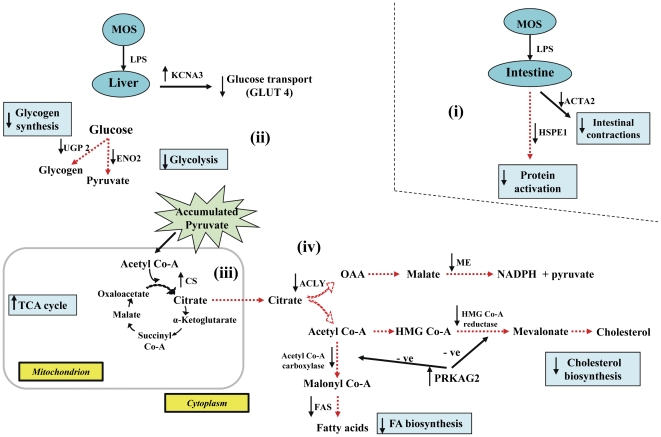
Schematic illustration of LPS effects on glucose metabolism between MOS- and VIRG-fed hosts. (i) LPS caused no major intestinal metabolic activities in MOS-fed hosts; (ii) in absence of liver glucose mobilization, *KCNA3* was up-regulated, whereas *ENO2* and *UGP2* down-regulation reduced glycolysis and glycogen synthesis, respectively; (iii) *CS* up-regulation increased TCA cycle-derived energy from high liver pyruvate; (iv) *ACLY*, *ME* and *FAS* down-regulations inhibited liver fatty acid biosynthesis; whereas PRKAG2 up-regulation inhibited fatty acid and cholesterol biosynthesis.

Livers and kidneys are well-recognized gluconeogenic organs in humans and mice [54], [55]. Whereas the intestine is equivocally reported as a gluconeogenic organ in mice [56], [57], we are among the first to demonstrate that the chicken small intestine, but not skeletal muscles, is also a gluconeogenic organ that was regulated by *PEPCK*. We have discussed the increased intestinal gluconeogenesis at 24 h post-LPS challenge. Given that MOS and VIRG are not absorbed across the intestinal epithelium, these macromolecules produce localized effects in the intestines. Therefore, all our findings evidenced cross talks between intestinal mucosal immunity and systemic immunity. This is the first study demonstrating that MOS can beneficially modulate innate immunity and nutrient metabolism during late systemic inflammation.

In summary, late inflammation was principally modulated by IL-3. In contrast to antibiotics like VIRG, MOS elicited several beneficial responses: (i) terminated *Salmonella* LPS-induced systemic inflammation earlier, presumably due to its inherent intestinal innate immune-stimulatory properties; and (ii) reduced the magnitude of glucose mobilization. Therefore, this study potentiates the use of natural immuno-modulators, such as a MOS, to attenuate *Salmonella*-induced systemic inflammation both among human and animal hosts, and without posing the risk of antibiotic-resistance development.

## Materials and Methods

### Chickens, experimental diets and LPS challenge

Hatched chicks (Cobb 500 broilers) were raised in two groups (n = 64/group). In each bird group (8 cages/diet), half was fed a diet containing MOS (2 kg/ton BioMos®; Alltech Inc., Nicholasville, KY) or virginiamycin (16.5 mg/kg), as described [46]. To induce an acute inflammatory response, group 1 hosts (n = 64) were injected i.p. with 3 ml of *Salmonella* Typhimurium LPS (100 mg LPS/L, Sigma-Aldrich, ON, Canada) whereas group 2 control hosts were saline-injected at 14 d of age. All animal procedures were approved by the McGill Animal Care Committee (protocol number 5399). All hosts had free access to feed and water.

### Bodyweight, feed intake and body temperature measurements

All non-challenged control (saline-injected) and LPS-challenged hosts were individually weighed at 0 (initial BW), 12, 24 and 48 h post-injection to determine BW gain relative to initial BW. Average feed consumption of chickens was calculated at similar time points. Body temperatures were recorded after 0, 2, 4, 6, 8, 12, 24 and 48 h of saline or LPS injection using a thermocouple rectal probe thermometer (Physitemp Instruments Inc., Clifton, NJ).

### Liver weights and tissue samples collection

Chickens (n = 8/diet/group) were randomly euthanized at 12, 24 and 48 h post-injection and liver weights of respective chickens were expressed relative to their final BW. At 24 h after saline and LPS injections, liver, intestine (jejunum) and skeletal muscle (breast meat) samples (n = 6 /diet/group) were immediately snap frozen in liquid nitrogen, and stored at −80°C for later RNA extraction.

### Microarray analysis

After 24 h, total RNA was extracted from liver, intestine (jejunum) and skeletal muscle (breast) tissues using Trizol reagent and Purelink RNA Mini Kit (Invitrogen). Isolated total RNA was quantified on the basis of its absorption at 260 nm using a Nanodrop® ND-1000 spectrophotometer (NanoDrop Technologies, Wilmington, DE), and visualized on an agarose gel to check quality. RNA was retrotranscribed into Cy3 or Cy5 aminoallyl labelled cDNA and hybridized onto chicken-specific focused oligonucleotides microarrays. The microarray platform used (accession number GPL13457) and data files (accession number GSE28959) are registered at the MIAME compliant National Centre for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) archive (http://ncbi.nlm.nih.gov/projects/geo). Briefly, 70mers chicken-specific oligonucleotides, obtained from Operon Biotechnologies Inc. (Germantown, MD), were spot printed on UltraGAPS Amino-Silane Coated Slides (Corning Inc., Acton, MA) as described [58]. Each oligonucleotide sequence (probe) was replicated 12 times per array.

### cDNA labeling and microarray hybridization

A total of 12 microarrays was used per tissue and chicken group (n = 6/diet) in a 2×2 factorial design and complete interwoven loop arrangement (Figure S5; [59]). First, RNA was retrotranscribed into aminoallyl labelled cDNA using the ChipShot Indirect Labelling and Clean-Up System Kit (Promega, Madison, WI) and Cy3 or Cy5 fluorescent dye (Amersham Biosciences Corp., Piscataway, NJ) according to the manufacturer's recommendations. Reverse transcription was carried out at 42°C for 2 h, followed by RNase H digestion for 15 min at 37°C. Briefly, a reactive amine derivative of 5-(3-aminoallyl)-2′-deoxyuridine 5′-triphosphate was incorporated during reverse transcription. Subsequent to reverse transcriptase reaction, succinimidyl esters of Cy3 or Cy5 were covalently bonded to aminoallyl-labelled cDNAs. Cy-3 and Cy-5 labelled cDNA were then purified, combined and hybridized to the array for 24 h in darkness by making use of the Pronto Plus! Microarray Hybridisation Kit (Corning Inc., NY).

### Microarray data analysis

Hybridized arrays were scanned twice at 65% (Cy3) and 50% (Cy5) laser power using a ScanArray GX PLUS Microarray Scanner (PerkinElmer Life and Analytical Sciences, Shelton, CT) to obtain Cy3∶Cy5 intensity ratios of labelled cDNA hybridized to complementary oligonucleotide sequences on the array. Spot intensity data were extracted using the ScanAlyze Software (Standford University, Standford, CA) and analyzed using the JMP Genomics software (SAS Institute Inc., Cary, NC). Data were log_2_ transformed prior to normalization by using locally weighted regression and smoothing, first within array (ratio analysis) and then across arrays (Lowess normalization). Normalized data were monitored by distribution analysis of the transformed data. Finally, the normalized log_2_ transformed data were analyzed using a two-way ANOVA, as described [60]. Expression values were modeled as: Y_ijklm_ = μ+A_i_+C_j_+D_k_+I_l_+DI_kl_+e_ijklm_, where μ represents the overall mean value, A_i_: random effect for arrays (i = 1, 2…‥12), C_j_: main effect of Cy-dye (j = Cy-3 or Cy-5), D_k_: main effect of diet (k = MOS or VIRG), I_l_: main effect of injection (l = saline or LPS), and DI_kl_: interaction effect between diet and injection, and e_ijklm_: random error. Mean intensities were tested using the false discovery rate (FDR) multiple comparison *t* test and differentially expressed genes were declared at *P*<0.05. Finally, for each pairwise comparison, significantly different genes were filtered based on their mean intensity values to determine up- or down-regulated genes due to diet, injection and diet*injection.

### Real-time quantitative PCR analysis

Real-time quantitative PCR (RT-qPCR) was used for validation of differential gene expressions observed in microarrays. Total RNA was retrotranscribed into cDNA by using 1 µg total RNA and iScript cDNA Synthesis Kit (Bio-Rad, ON, Canada), following the manufacturer's instructions. RT-qPCR was performed using the Bio-Rad CFX384 RT-qPCR Detection System, SsoFast Evagreen Supermix (Bio-Rad) and primer-set sequences (Table 6). RT-qPCR reactions were performed at 95°C for 5 min, followed by 39 cycles of 95°C for 15 s and 60°C for 30 s. A melting curve program was included at the end of each RT-qPCR to verify presence of a unique product. Relative intestinal (*PEPCK*) and liver (*ACLY*, *ME*, *CS* and *FAS*) gene expression levels were normalized to *GAPDH* or *beta-2 microglobulin*, respectively. The expression stability of the reference genes were tested using the geNorm software (available at: http://medgen.ugent.be/~jvdesomp/genorm/). Samples were analyzed in technical duplicates, and differential gene expressions were determined using the comparative standard curve method.

**Table 6:** Primers-set sequences used to analyze gene expression by quantitative PCR.

Gene	Forward primer^a^	Reverse primer^a^	Amplicon length (bp)	PubMed Accession No.
PEPCK	CTGCTGGTGTGCCTCTTGTA	TTCCCTTGGCTGTCTTTCC	259	NM_205471
ACLY	GGCGTGAATGAACTGGCTAAC	TAGTCTTGGCATAGTCATAGGTCTGTTG	79	NM_001030540
ME	TGCCAGCATTACGGTTTAGC	CCATTCCATAACAGCCAAGGTC	175	NM_204303
FAS	TGAAGGACCTTATCGCATTGC	GCATGGGAAGCATTTTGTTGT	96	NM_205155
GAPDH	TGCCATCACAGCCACACAGAAG	ACTTTCCCCACAGCCTTAGCAG	123	NM_204305
Beta-2 microglobulin	AAGGAGCCGCAGGTCTA	CTTGCTCTTTGCCGTCATAC	151	Z48921

a Sequences are indicated from 5′ end to 3′ end of oligonucleotides.

### Liver metabolites measurements

Liver citrate and pyruvate levels were measured by specific enzymatic reactions using the Citrate and Pyruvate Assay Kits (BioVision, CA, USA), following the manufacturer's instructions with few modifications. Briefly, 0.5 g of liver tissues were homogenized completely by sonication in 700 µL of respective buffer solutions and then centrifuged at 15,000 g for 10 mins to remove cell debris. After the supernatant was deproteinized using the Deproteinizing Sample Preparation Kit (BioVision), a 100 µL sample volume was used for analysis. Reaction mix was prepared without buffer dilution.

### Statistical analysis

Except for microarray data, all data were analyzed as a two-way ANOVA and a 2×2 factorial arrangement to determine the main effects of diet and injection, and their interaction effects by using the MIXED procedure of SAS (SAS Institute, 2003). For bodyweight, liver weight and body temperature data, a Nested Model Design was also employed with cages nested within diet*injection, as follows: Y_ijkl_ = μ+Diet_i_+Injection_j_+Diet_i_*Injection_j_+Cage_ijk_+e_ijkl_, where μ represents the overall mean value, Diet_i_: fixed effect of diet (i = MOS or VIRG), Injection_j_: fixed effect of injection (j = saline or LPS), Diet_i_ * Injection_j_: interaction effect between diet and injection, Cage_ijk_: random effect of cage nested within diet*injection (k = 1,2,…8), and e_ijkl_: random error. Differences among treatment means were tested using Scheffe's *t* test and statistical significance declared at *P*<0.05.

## Supporting Information

Figure S1 Innate immune-stimulatory effects of LPS caused elevation in body temperatures. Antibiotic (VIRG)- and MOS-fed hosts were injected i.p. with LPS. At 0, 2 and 48 h after injection, body temperatures were not different between LPS-challenged and non-challenged control (saline) hosts (*A*), or between VIRG- and MOS-fed hosts within the LPS-challenged or control group, respectively (*B*), or between hosts fed VIRG and MOS (*C*). However, in comparison with control hosts, LPS significantly increased (*P*<0.05) body temperatures at 4, 6, 8, 12 and 24 h post-injection (*A*). But, such increase in body temperatures were not observed between VIRG and MOS hosts within the LPS-challenged or control group, respectively (*B*), or between VIRG- and MOS-fed hosts irrespective of injection type (*C*). Results are expressed as mean ± SEM. Supercripts: (a,b) denote statistical differences among treatment means at a particular time point, *P*<0.05, Scheffe's multi-comparison *t*-test.
(PDF)

Figure S2 The effects of LPS injected i.p. on feed intake in antibiotic- (VIRG) and MOS-fed hosts. LPS significantly reduced feed intake (*P*<0.05) at 12 h post-injection (*A*). However, feed intake was not different between hosts fed the VIRG and MOS diet (*B*), or between VIRG and MOS hosts within the LPS-challenged or non-challenged control (saline) group, respectively (*C*). At 24 and 48 h post-injection, feed intake was not different between LPS and control hosts (*A*), hosts fed the VIRG and MOS diet (*B*), or between VIRG and MOS hosts within the LPS-challenged or control group, respectively (*C*). Results are expressed as mean ± SEM. Supercripts: (a,b) denote statistical differences among treatment means at a particular time, *P*<0.05, Scheffe's multi-comparison *t*-test.
(PDF)

Figure S3 The effects of LPS injected i.p. on bodyweight (BW) gain in antibiotic- (VIRG) and MOS fed hosts. LPS significantly reduced BW (*P*<0.05) after 12, 24 and 48 h of injection (*A*). In contrast to MOS-fed hosts, those fed VIRG grew faster (*P*<0.05) at 48 h only (*B*). But, BW gain was not different between VIRG and MOS hosts within the LPS-challenged or non-challenged control (saline) group, respectively (*C*). Results are expressed as mean ± SEM. Supercripts: (a,b) denote statistical differences among treatment means at a particular time point, *P*<0.05, Scheffe's multi-comparison *t*-test.
(PDF)

Figure S4 The effects of LPS injected i.p. on liver weights of antibiotic- (VIRG) and MOS fed hosts. LPS significantly increased (*P*<0.05) liver weights at 12 and 24 h post-injection, but not after 48 h (*A*). However, at all times, liver weights were not different between hosts fed the VIRG and MOS diet (*B*), or between VIRG and MOS hosts within the LPS-challenged or non-challenged control (saline) group, respectively (*C*). Results are expressed as mean ± SEM. Supercripts: (a,b) denote statistical differences among treatment means at a particular time, *P*<0.05, Scheffe's multi-comparison *t*-test.
(PDF)

Figure S5 Schematic of the 2×2 factorial experimental design in an interwoven loop arrangement for each tissue (liver, intestine or skeletal muscles). Diet×Injection is denoted as VC (VIRG×non-challenged control hosts), VL (VIRG×LPS-challenged hosts), BC (MOS×non-challenged control hosts), and BL (MOS×LPS-challenged hosts). Each arrow represents an array (total: 12) consisting of 2 aminoallyl labelled cDNA, either Cy-3 or Cy-5.
(PDF)

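For each of the 359 genes, the authors' table for the intestine gives the fold between groups and a P value from their mixed model on single spots. Among intestinal genes it lists PEPCK, MYH11, IL3 and OAS*A, discussed in the results. At a P under 0.05 it holds 30 genes for LPS, 48 for MOS against VIRG in saline-injected birds, 54 for LPS in MOS-fed birds, 31 for LPS in VIRG-fed birds and 44 for the diets after LPS. Adjusted over the 359 genes, these P values leave 2, 12, 13, 2 and 5. A fit of the same form to the deposited log2 spot values, with outlying spots left out, gave P values within 0.0002 of the authors' for 346 of the 359 genes for LPS.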

Table S1 Fold change and P values of gene expressions due to prebiotic and antibiotic in intestinal tissues of non-challenged control and LPS-challenged birds.
(XLSX)

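The liver table has the same form, and its genes include ACLY, ME, CS, UGP2 and KCNA3. It holds 20 genes at a P under 0.05 for LPS, 18 for the diets in saline-injected birds, 53 for LPS in MOS-fed birds, 5 for LPS in VIRG-fed birds and 30 for the diets after LPS, of which 4, 3, 16, 0 and 8 stay when adjusted over the 359 genes. The paper states 12 slides per tissue, and the liver values analysed here come from 10. With the 10 slides, the same form of fit gave P values within 0.0002 of the authors' for 3 of the 359 genes for LPS, with a median gap of 0.148.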

Table S2 Fold change and P values of gene expressions due to prebiotic and antibiotic in liver tissues of non-challenged control and LPS-challenged birds.
(XLSX)

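In the muscle table, which includes PFKM, NPPA, NKX2-5 and DES, 24 genes have a P under 0.05 for LPS, 17 for the diets in saline-injected birds, 19 for LPS in MOS-fed birds, 23 for LPS in VIRG-fed birds and 21 for the diets after LPS. Adjusted over the 359 genes, 3, 2, 0, 0 and 1 of them stay under 0.05. The same form of fit to the deposited spot values gave P values within 0.0002 of the authors' for 348 of the 359 genes for LPS.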

Table S3 Fold change and P values of gene expressions due to prebiotic and antibiotic in skeletal muscle tissues of non-challenged control and LPS-challenged birds.
(XLSX)

How the deposited data were processed for this re-analysis (not part of the article)

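Gene expression was measured by 2-colour oligonucleotide array in the jejunum (intestine), liver and breast muscle of chickens fed MOS or VIRG and injected with LPS or saline. The 68 samples analysed lie on 34 slides, 2 per slide, with 6 birds per group in the intestine and in muscle, and 6 MOS saline, 5 MOS LPS, 4 VIRG saline and 5 VIRG LPS birds in the liver. Liver slides 2 and 12 were not analysed here. Groups, replicate numbers, slides and dyes were taken from the sample labels.

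The authors scanned each slide at 65% laser power for Cy3 and 50% for Cy5, and read the spot intensity with ScanAlyze. They took log2, and normalized by locally weighted regression within and then across slides in JMP Genomics. The paper's text names no background correction and no software version. The deposited values are log2 intensities of 4308 spots per sample, 359 probes with 12 spots each, and 1 spot in the intestine and 10 in the liver hold no value in any sample. The authors also deposited, per tissue and gene, least-squares means on the log2 scale, log2 differences between groups and the ratio (fold) obtained as the anti-log of each difference, and the authors print the fold with a p-value in Tables S1 to S3. These come from their mixed model with the slide as a random term and dye, diet, injection and their interaction as fixed terms. The methods name a false discovery rate comparison at P under 0.05 for the whole study, and a fit of this model to single spots, with no adjustment, gave p-values within 0.0002 of the authors' for 346 of 359 intestinal and 348 of 359 muscle genes for LPS.

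The deposited spot values carry no gene names, and the plan made before the data were examined was then to report probe numbers alone. Names could be had by recomputing the authors' least-squares means from the spots, with outlying spots left out by their standardized residuals, and matching them to the authors' table within 2e-05. This named 347 probes from the intestine and 351 from muscle, 339 of them from both with no conflict, and all 359 in all. The liver means lay a median of 0.0104 and at most 0.272 from the authors' liver table, with 0 probes within 2e-05. Liver probes were therefore named through their spot numbers, and the gene so named was the nearest for 216 of 359. Of the probes, 59 share a symbol with another probe and are given as probe 1, probe 2 and so on. Gene symbols are those of the authors' tables.

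The spots of a probe were averaged per sample, all probes were tested, and no value was normalized again. For each tissue 1 model was fitted with limma 3.58.1 (statmod 1.5.0, R 4.3.3) to the 4 groups with the dye as a fixed term and the slide as a random block, whose consensus correlation came from duplicateCorrelation. The 6 comparisons are LPS against saline over both diets, MOS against VIRG within saline-injected and within LPS-injected birds, LPS against saline within each diet, and the interaction. The adjusted p is that of Benjamini and Hochberg within a tissue and comparison, with 0.05 as the threshold. The 19 gene lists, 14 of pathways, 4 of cell type markers and 1 of influenza segments, were fixed before the data were examined and tested with fry in 5 comparisons, 95 tests per tissue adjusted together. fry tests whether the genes of a list move on balance one way, and does not compare the list with other genes. The median, the mean and the direction of the test did not share a sign in 59 of the 285 list tests. Of the lists given beside the results these are, for LPS over both diets, the pro-inflammatory and the glycolytic list in muscle, for the diets in saline-injected birds the lymphocyte, interferon and glycolytic lists in the liver, and for LPS in MOS-fed birds the glycolytic list in the intestine and liver and fatty acid synthesis in the liver.

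Genes named in the text follow a rule set before the data were examined. They are (1) those that the study's text or its 5 tables name for the tissue and comparison, (2) up to 5 further genes with the largest log2 difference among those past the threshold, (3) list members with the smallest adjusted p as examples, and (4) IL1B, IL6, LITAF, TLR4 and IL8 in every tissue. Values in the study's Tables 1 to 5 and the opening lines of Tables S1 to S3 had been seen when the rule was written, so the named genes are no independent sample. IGFBP1 in the liver, and EPAS1 there outside the comparisons in which the tables list it, were chosen after their values were seen. Another gene that the study's tables name is not reported here, and counts over genes and table entries include it.

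Alternatives set before the data were examined were the slide as a fixed term, no dye term, each sample centred on its median, quantile normalization, the dimmest 25% of the probes left out, the median of the spots, replicate numbers as blocks, only the compared groups in the fit, a mixed model per gene without moderation (lme4 1.1.37, lmerTest 3.1.3), the spots as separate observations in that model, an unadjusted p for the study's table entries, camera with a preset correlation of 0.01 or an estimated one for the lists, and each bird left out in turn. Alternatives chosen after seeing the data were both birds of liver slide 6 left out, both birds of liver slide 7 left out, and spots as separate observations with outlying spots left out. For each tissue, 100 divisions of the birds into groups of the same sizes, the real one included, gave the results expected without an effect, and 40 draws of group labels did so for spots as separate observations.

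The steps were tested on simulated data with known answers. The simulation for limma took its levels, spread, dye term and slide correlation from a fit to the values. For LPS in MOS-fed birds, 20 of the 359 genes were changed at each log2 difference of 0.1, 0.2 and 0.4, in the same runs. At 0.1, limma recovered 74.8%, 79.8% and 88.5% of these genes in the intestine, liver and muscle. Recovery was 94%, 93% and 93.8% at 0.2, and 99.5%, 98.5% and 99.5% at 0.4. Over all sizes, 5.19%, 4.06% and 4.52% of the called genes were unchanged. Recovery with only 20 genes changed, or fewer, was not tested. These shares therefore do not show how many changes were missed where few genes or none were called. The naming step gave the right name to 100% of simulated probes, where group means were matched to a shuffled copy of themselves. This checks the matching alone, not the recomputing of the authors' means or the liver names. For LPS in MOS-fed birds, the 95% intervals of the mixed model on spots held the true difference for 94.2%, 92.8% and 93.6% of genes. These simulated spots held no variation between the birds of a slide. The shares therefore cannot tell whether spots of 1 bird may count as separate observations. Probes for influenza segments served as background, and 194 of the 359 probes in the intestine, 152 in the liver and 210 in muscle have a mean level at or below the highest of them. The depth of an array cannot be counted in reads, and the number of birds limits the precision. Tables and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The RT-qPCR measurements and the performance of the birds were left out, since no values of theirs were analysed here, and so was the authors' comparison of the diets over both injections, on which none of the paper's tables rests.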

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

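The tests of smooth muscle content, of the overall level of the samples, of a fault of slide 6 and of a response of its LPS bird alone, and the fits without slide 6 or slide 7, were chosen after the result was seen. In the intestine of saline-injected birds, MYH11, the smooth muscle myosin heavy chain, fell on MOS relative to VIRG (log2 difference -0.20, standard error 0.043, adjusted p = 0.0481 from limma). The overall level of the samples is argued against, since centring each sample or quantile normalization changed the size of the difference by at most 6.30%. Less smooth muscle in the tissue pieces stays open: over the other smooth muscle genes above background the median log2 difference was -0.076, with MYL9 at -0.12, DES at -0.076 and TNS1 at 0.056, so members that go both ways do not decide it, while ACTA2 and MYLK lie at background with mean levels of 10.12 and 9.96. A lower MYH11 expression per muscle cell on MOS may be the source as well and was not tested.

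In the liver, 32 genes lay more than 0.4 above their median level in the MOS LPS bird of slide 6, 17 of them also in its saline slide mate, and 7 of the 32 are named in the study's liver tables, among them KCNA3, EHHADH and STAT2. A response of the LPS-injected bird alone is argued against, since its saline mate lay a median of 0.40 above its own group over the same genes. A fault of the slide may be the source and stays open: the deviations of its 2 birds had an r of 0.92 over genes, the birds of the other slides had r of 0.35 to 0.92, and the median of the 10 largest mean deviations was 0.89, against 0.88 on slide 7. That 2 birds with high values were put on 1 slide by chance was not tested. Without both birds of slide 6, 0 of the 359 genes passed by limma in any liver comparison.

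A bird's value counts here as far from its group when its gap to the nearest bird, divided by the range of the group, exceeds Dixon's 95% critical value. This held for 41 values, each of 1 gene in 1 bird, in the 284 groups tested, while chance gives about 5% of groups, or 14.2, and the values of 1 bird are not independent of each other. Of these, 21 are from livers, 15 of them from the 2 birds of slide 6 and 3 from those of slide 7. On liver slide 6, MOS LPS bird 4 had 10.08 for CD3D probe 1 (others 10.03 to 10.04), 9.74 for CXCR1 (others 10.18 to 10.35), 11.24 for EHHADH (others 10.10 to 10.19), 10.41 for IL1B probe 2 (others 9.99 to 10.03), 10.09 for IL6 (others 9.95 to 9.97), 10.80 for IRX1 (others 10.14 to 10.20), 11.63 for KCNA3 (others 10.08 to 10.12), 10.60 for PPP1R8 (others 10.05 to 10.09), 10.83 for PRKAG2 (others 10.01 to 10.04) and 10.95 for STAT2 (others 10.04 to 10.11). MOS saline bird 2 had 10.56 for EHHADH (others 10.04 to 10.18), 10.76 for KCNA3 (others 9.99 to 10.14), 10.44 for PRKAG2 (others 9.95 to 10.04), 10.50 for STAT2 (others 10.01 to 10.04) and 9.96 for UGP2 probe 1 (others 10.17 to 10.29). On slide 7, MOS saline bird 3 had 10.64 for CD3D probe 1 (others 9.98 to 10.08) and 11.05 for IL13RA2 (others 9.95 to 10.08). VIRG saline bird 3 had 10.83 for IL13RA2 (others 10.01 to 10.06). On other liver slides, VIRG LPS bird 6 had 9.97 for IL1B probe 2 (others 9.99 to 10.00) and 9.96 for PRKAG2 (others 10.00 to 10.02). VIRG LPS bird 4 had 10.77 for UGP2 probe 1 (others 10.16 to 10.32).

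In the intestine, VIRG saline bird 5 had 10.39 for DCN (others 10.10 to 10.20). MOS LPS bird 6 had 10.11 for IL-1B (others 9.94 to 9.99), 9.88 for IL10 (others 10.06 to 10.13), 10.99 for PEPCK (others 10.65 to 10.78) and 9.92 for TLR4 (others 10.06 to 10.13). VIRG LPS bird 6 had 10.02 for IL1B probe 1 (others 10.09 to 10.12), 10.66 for MYL9 (others 10.19 to 10.35) and 10.54 for SPARC (others 10.25 to 10.34). MOS LPS bird 1 had 10.15 for IL8 probe 2 (others 10.00 to 10.05) and 10.14 for TLR2-2 (others 9.98 to 10.04). VIRG saline bird 1 had 11.39 for LITAF (others 11.60 to 11.71). VIRG saline bird 6 had 9.96 for TLR3 (others 10.13 to 10.22). In muscle, MOS saline bird 1 had 9.99 for CXCR1 (others 10.13 to 10.17). VIRG LPS bird 4 had 10.03 for IL3 (others 10.10 to 10.11), 10.11 for IL8 probe 1 (others 9.93 to 9.99), 10.20 for IL8 probe 2 (others 9.92 to 10.01) and 10.10 for TLR2-2 (others 9.91 to 9.97). VIRG saline bird 6 had 10.90 for LITAF (others 11.62 to 11.98). MOS LPS bird 6 had 10.21 for TLR2-2 (others 9.95 to 10.00). VIRG saline bird 4 had 10.13 for TLR4 (others 9.95 to 10.01).

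DCN, the collagen-binding proteoglycan decorin, is not discussed by the paper. In the intestine it had a log2 difference of -0.094 (standard error 0.022, adjusted p = 0.0497 from limma) between MOS-fed and VIRG-fed saline birds. MOS-fed birds lay below the VIRG mean in 6 of 6, and the adjusted p ranged from 0.0203 to 0.716 over the settings with birds as replicates. The DCN probe, at a mean level of 10.13, lies no higher than the highest influenza probe at 10.16. Probes for influenza segments, which these birds should lack, had a median log2 difference of -0.015 between MOS and VIRG in the intestine of LPS-injected birds, with 0 of 7 above 0 (adjusted p = 0.00405 by fry). The adjusted p of this list was 0.0161 with replicate numbers as blocks, 0.236 by camera with a preset correlation and 0.370 with an estimated correlation, and without MOS LPS bird 1, VIRG LPS bird 3 or VIRG LPS bird 4 the list did not pass, which left 0 lists called.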

How the results depend on the processing

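The alternatives without liver slide 6 or slide 7, and the spots as separate observations with outlying spots left out, were chosen after the result was seen. Of 161 named log2 differences, none turned its sign together with passing the test, 33 turned their sign under at least 1 alternative other than leaving out 1 bird, 44 did so when 1 bird was left out, and 63 passed with single spots as observations. Signal over background limits 7 of the 18 intestinal, 0 of the 16 liver and 1 of the 4 muscle probes that the study's tables name, whose mean level is no higher than that of the highest influenza probe, and 6, 4 and 1 by the median over birds, which birds of liver slides 6 and 7 with high values move less. The dye had an adjusted p under 0.05 from limma for 65, 38 and 104 of the 359 genes in the intestine, liver and muscle. Replicate numbers pair birds weakly at most. The median r between birds of 1 number was 0.045, 0.13 and 0.18, against -0.14, -0.032 and -0.064 between other birds. Between birds of 1 slide it was 0.78, 0.65 and 0.69. Where the fitted terms or the genes tested differ, the cause of a changed count was not tested.

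The 3 intestinal genes called for MOS against VIRG in saline-injected birds became 1 with the slide as a fixed term (PEPCK), 1 with each sample centred (MYH11), and 0 with no dye term, quantile normalization, the median of the spots, replicate numbers as blocks, only the groups compared or the mixed model, and among the entries of Table 2 the 2 called became 1, 1, 0, 0, 0, 0, 0 and 0. For LPS in VIRG-fed birds 1 intestinal gene, PEPCK, passed with the slide as a fixed term, with the dimmest 25% of probes left out and with the median of the spots, in place of 0, as did 1 entry of Table 4. With both birds of slide 7 left out, 1 liver gene passed for LPS over both diets, EPAS1 (log2 difference 0.13, adjusted p = 0.0196 from limma, in a range of 0.00556 to 1.00 over the alternatives), and 0 did so with both birds of slide 6 left out. With an estimated correlation, camera called 0 lists in the intestine in place of 1.

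With spots as separate observations, the called genes for LPS, the diets in saline-injected birds, LPS in MOS-fed birds, LPS in VIRG-fed birds, the diets in LPS-injected birds and the interaction numbered 2, 14, 12, 0, 5 and 11 in the intestine, 10, 5, 19, 4, 13 and 2 in the liver and 1, 2, 0, 0, 1 and 1 in muscle. With outlying spots left out as well they were 2, 12, 13, 2, 5 and 12 in the intestine, 13, 5, 22, 4, 18 and 3 in the liver and 3, 2, 0, 0, 1 and 1 in muscle. Entries called in Tables 1 to 5 numbered 9, 14, 19, 1 and 13 with spots as separate observations, 12, 14, 19, 3 and 14 with outlying spots left out, and 5, 10, 13, 2 and 7 at an unadjusted p under 0.05.

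With 1 bird left out in turn, called intestinal genes ranged from 0 to 4 for the diets in saline-injected birds, 0 to 2 for LPS in MOS-fed birds, 0 to 1 for LPS in VIRG-fed birds and 0 to 1 for the interaction, liver genes from 0 to 1 for LPS, and every other count stayed at 0. Entries called ranged from 0 to 3 in Table 2, 0 to 1 in Table 3 and 0 to 1 in Table 4, and called lists from 0 to 3 in the intestine and 0 to 2 in the liver. The highest count for the diets came without MOS saline bird 4 (MYH11, DCN, MYL9 and SPARC), VIRG LPS bird 3 (DCN, IRP, MYH11 and PEPCK) or VIRG saline bird 6 (APLP2, IRP, MYH11 and PEPCK). Without MOS saline bird 4, MYH11 also passed for the interaction and the smooth muscle list in 2 comparisons, and 2 genes passed for LPS in MOS-fed birds without MOS LPS bird 1 (the Gal-1 probe and APLP2, a relative of the amyloid precursor, at log2 -0.064 there, both at adjusted p = 0.0489 from limma). APLP2 also passed for the diets in saline-injected birds without MOS LPS bird 6 (0.056, adjusted p = 0.0364) or VIRG saline bird 6 (0.056, 0.0442), PEPCK for LPS in VIRG-fed birds without VIRG LPS bird 3 (adjusted p = 0.0478), VIRG saline bird 3 (0.0408) or VIRG saline bird 6 (0.0405), OAS*A for the interaction without VIRG saline bird 5 (0.00886), and liver EPAS1 for LPS without MOS saline bird 3 (0.14, 0.00556). The liver enterocyte list passed without VIRG LPS bird 1, for LPS in VIRG-fed birds (adjusted p = 0.0497 by fry) and for the diets in saline-injected birds (0.0271).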

Differences from the paper's values

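The paper's methods name a false discovery rate comparison at P under 0.05, and a fit of its model to single spots with no adjustment gave p-values within 0.0002 of the paper's for 346 of 359 intestinal and 348 of 359 muscle genes for LPS. Of the 111 entries of Tables 1 to 5, 109 carry a printed P under 0.05, all 111 have the printed sign here in the fit, while the plain difference of the group means has the other sign for 14, and 65 folds lie within 0.01 and 80 within 0.02 of the paper's, with a largest gap of 0.081 for UGP2 in Table 3, whose printed P belongs to probe 1 in Table S2 and whose printed fold of 1.00 is not that of this probe there. Entries under 0.05 number 21 in the paper's Table 1, 24 in Table 2, 29 in Table 3, 16 in Table 4 and 19 in Table 5, and those at an adjusted p under 0.05 from limma here number 0, 2, 0, 0 and 0. Of the alternatives set before the data were examined, spots as separate observations (13 entries) bring Table 5 within 1.5 times the paper's count, and no alternative with an adjusted p does so for Tables 1 to 4. With spots as separate observations the called entries are 9, 14, 19, 1 and 13, with an unadjusted p on averaged spots 5, 10, 13, 2 and 7, and single entries pass with the slide as a fixed term (PEPCK in Tables 2 and 4), the median of the spots (PEPCK in Table 4), the dimmest 25% of probes left out (PEPCK in Tables 2 and 4), and without single birds (PEPCK, MYL9 and SPARC in Table 2, Gal-1 in Table 3, PEPCK in Table 4). With spots as separate observations and an unadjusted p, a setting chosen after seeing the values, 19, 17, 27, 12 and 19 entries lie under 0.05, which drops 3, 8, 2, 4 and 0 of the printed entries. With outlying spots left out and an adjusted p, also chosen after seeing the values, 12, 14, 19, 3 and 14 entries pass, and in Table 5 this drops 5 of the paper's entries.

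At an unadjusted p under 0.05 here, and at a p under 0.05 as Tables S1 to S3 give it, 8 counts of genes differ by more than 1.5 times. That the paper's liver p-values are unadjusted was not shown, since 3 of 359 lay within 0.0002 of the fit for LPS. For the diets in saline-injected intestines the paper's count is 48 and the count here 31, and the paper's is reached within 1.5 times with the slide as a fixed term, replicate numbers as blocks, the mixed model and spots as separate observations, but in none of the other 6 of the 10 alternatives, and without 14 of the 24 birds. For the diets in LPS-injected intestines the paper's 44 stand against 24, within reach with spots as separate observations alone and without 7 of 24 birds. The paper's model names 12 arrays, and the liver counts here rest on 10 slides with 4 VIRG saline birds, so they are not from the same set of samples. In the liver, the paper's 18 for the diets in saline-injected birds stand against 8, within reach with the slide as a fixed term, replicate numbers as blocks, the mixed model and spots as separate observations and without 8 of 20 birds, and the paper's 5 for LPS in VIRG-fed birds against 10, within reach with the dimmest probes left out, replicate numbers as blocks and the mixed model and without 1 of 20 birds.

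In muscle the paper's 17 for the diets in saline-injected birds stand against 9, within reach with the median of the spots and with only the compared groups fitted and without 6 of 24 birds. For LPS in MOS-fed birds the paper's 19 stand against 12, within reach with the slide as a fixed term, the median of the spots, replicate numbers as blocks, the mixed model and spots as separate observations and without 4 of 24 birds. For LPS in VIRG-fed birds the paper's 23 stand against 14, within reach with replicate numbers as blocks, only the compared groups fitted and spots as separate observations and without 10 of 24 birds. For the diets in LPS-injected birds the paper's 21 stand against 7, within reach with quantile normalization, the mixed model and spots as separate observations and without 5 of 24 birds. The remaining alternatives of the 10 leave each of these counts more than 1.5 times apart.

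The paper states that gluconeogenesis did not take place in the liver after LPS. Here liver PEPCK had a log2 difference for LPS of 0.26, a 1.20-fold level, that did not pass the test (adjusted p = 0.504 from limma) and passed with spots as separate observations, while the other gluconeogenesis genes, 2 above 0 and 1 below, did not pass either. The paper's fold for LPS in Table S2 is 1.03 for PEPCK. For IGFBP1 and EPAS1, chosen after their values were seen, it is 1.02 and 1.03 against 1.12 and 1.08 here. For LPS, the paper's PEPCK fold is 1.01 in VIRG-fed birds against 1.26 here, and 1.05 in MOS-fed birds against 1.14. For MOS against VIRG it is 0.98 in saline-injected birds against 1.14 here, the other direction, and 1.01 after LPS against 1.03. The values here rest on 10 liver slides, against the 12 arrays of the paper's model. The paper's Table 3 prints a fold of 1.00 for UGP2 as a lower value. UGP2 probe 1 has the printed P of 0.00492 in the paper's Table S2 and a fold of 0.92 here, and UGP2 probe 2 a log2 difference of -0.0041 here. Tables 1 and 2 each hold 1 entry whose printed P is not under 0.05, 0.09106 for Gal-1 in the intestine and 0.05583 for ME in the liver.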

Other observations

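EPAS1, a transcription factor of the response to low oxygen, had a log2 difference for LPS in the liver over both diets of 0.11 (standard error 0.037, adjusted p = 0.728 from limma), with 8 of 10 LPS-injected birds above the saline mean of their diet. The list of hypoxia and angiogenesis genes, which holds EPAS1, had 5 of 12 probes above 0 and 7 below (adjusted p = 0.966 by fry), and in the intestine of LPS-injected birds it was 5 above and 7 below on MOS (adjusted p = 0.6249, 1 past the test when adjusted over the list alone). Lymphocyte markers in the intestine were 1 above 0 and 7 below for LPS in MOS-fed birds (adjusted p = 0.4663 by fry) and 7 above and 1 below in VIRG-fed birds (adjusted p = 0.725). Enterocyte markers, among them sucrase-isomaltase (SI) and the peptide transporter SLC15A1, were 4 above and 2 below for LPS in MOS-fed birds (adjusted p = 0.4663 by fry) and 1 above and 5 below in VIRG-fed birds (adjusted p = 0.4663). In the liver, which should lack enterocytes, the same probes were 0 above and 6 below for the diets in saline-injected birds (adjusted p = 0.580 by fry).

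Globin genes of red blood cells were 3 above 0 and 3 below for LPS in the intestine of VIRG-fed birds (adjusted p = 0.735 by fry, 1 past the test when adjusted over the list alone), and the smallest adjusted p of this list over the 5 comparisons was 0.633 in the intestine, 0.903 in the liver and 0.693 in muscle. All 3 enzymes of the pentose phosphate pathway, which makes NADPH, were above 0 for MOS against VIRG in LPS-injected intestines (median 0.0095, adjusted p = 0.398 by fry, 1 past the test when adjusted over the list alone). Striated muscle genes in the liver were 3 above 0 and 8 below for LPS (adjusted p = 0.840 by fry), and the 3 probes of antimicrobial peptides 0 and 3 (adjusted p = 0.903). In muscle, the smallest adjusted p by fry over the 5 comparisons was 0.693 for fatty acid synthesis, 0.725 for the TCA cycle, 0.864 for striated muscle and 0.948 for enterocytes, and 0.693 was that of every other list. By fry, 1 of 95 list tests passed in the intestine, 0 in the liver and 0 in muscle, with 10, 6 and 1 at an unadjusted p under 0.05, 1, 0 and 0 by camera with a preset correlation and 0, 0 and 0 with an estimated correlation. With spots as separate observations, 3 intestinal genes that the text names nowhere else also passed for MOS against VIRG in saline-injected birds and were chosen after their values were seen: CPT1A probe 1, of fatty acid oxidation, at a log2 difference of 0.057, HAND2, a transcription factor, at 0.050 and RARB, a retinoic acid receptor, at 0.079.

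The test of the study's P values under adjustment was chosen after the result was seen, and the other tests in this part were set before. Of the 111 entries of the study's tables, 2 passed here by limma, with 37 at an unadjusted p under 0.05, 0 by the mixed model and 56 with spots as separate observations. Counting the spots of 1 bird as separate observations accounts for part of the gap. The same mixed model with the same adjustment passed 0 entries on averaged spots and 56 on single spots. How many of those calls are false stays open. Group labels were also drawn at random in 40 draws. With spots, a median of 8.24% of tests in the intestine, 7.75% in the liver and 5.36% in muscle then had an unadjusted p under 0.05. With birds as replicates these shares were 4.55%, 4.97% and 5.01%. The lack of an adjustment for the number of genes may be another source and accounts for part at most. Of the entries, 55, or 49.5%, stay under 0.05 when the study's own P values are adjusted over the genes of a tissue. A biological explanation for the gap was not tested, and neither was the smaller set of liver slides here.

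The birds of a tissue were divided at random into groups of the same sizes, in 100 divisions with the real one. The 3 genes called between the diets in saline-injected intestines are a count reached by 2 divisions, with a highest other count of 113. Taken alone this is rare. It is 1 of 18 comparisons with no allowance for their number, so chance cannot be excluded for it. The divisions with far higher counts than the real one point to a structure of the samples, and its source was not tested. The counts of 0 in the other intestinal comparisons are reached by all 100 divisions, with highest others of 116 for LPS, 1 for LPS in MOS-fed birds, 125 for LPS in VIRG-fed birds, 1 for the diets in LPS-injected birds and 86 for the interaction. In the liver the counts of 0 are reached by 100 divisions, with highest others of 1, 29, 22, 9, 3 and 2 for LPS, the diets in saline-injected birds, LPS in MOS-fed birds, LPS in VIRG-fed birds, the diets in LPS-injected birds and the interaction, and in muscle by 100 divisions, with 2, 5, 2, 8, 2 and 5. Chance cannot be excluded for the 1 list called in the intestine, reached by 9 divisions with a highest other count of 16, while the counts of 0 lists in the liver and in muscle, which every division reaches, leave nothing to test, with highest others of 1 and 4. For the genes at an unadjusted p under 0.05, summed over the 6 comparisons, chance cannot be excluded either, with 179 in the intestine reached by 14 divisions (highest other 624), 125 in the liver by 42 (271) and 64 in muscle by 87 (251).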
